# Transcriptome Analysis Reveals Altered Inflammatory Pathway in an Inducible Glial Cell Model of Myotonic Dystrophy Type 1

**DOI:** 10.3390/biom11020159

**Published:** 2021-01-26

**Authors:** Cuauhtli N. Azotla-Vilchis, Daniel Sanchez-Celis, Luis E. Agonizantes-Juárez, Rocío Suárez-Sánchez, J. Manuel Hernández-Hernández, Jorge Peña, Karla Vázquez-Santillán, Norberto Leyva-García, Arturo Ortega, Vilma Maldonado, Claudia Rangel, Jonathan J. Magaña, Bulmaro Cisneros, Oscar Hernández-Hernández

**Keywords:** myotonic dystrophy type 1, inducible cell models, RNA foci, gene expression, microarrays

## Abstract

Myotonic dystrophy type 1 (DM1), the most frequent inherited muscular dystrophy in adults, is caused by the CTG repeat expansion in the 3′UTR of the *DMPK* gene. Mutant *DMPK* RNA accumulates in nuclear foci altering diverse cellular functions including alternative splicing regulation. DM1 is a multisystemic condition, with debilitating central nervous system alterations. Although a defective neuroglia communication has been described as a contributor of the brain pathology in DM1, the specific cellular and molecular events potentially affected in glia cells have not been totally recognized. Thus, to study the effects of DM1 mutation on glial physiology, in this work, we have established an inducible DM1 model derived from the MIO-M1 cell line expressing 648 CUG repeats. This new model recreated the molecular hallmarks of DM1 elicited by a toxic RNA gain-of-function mechanism: accumulation of RNA foci colocalized with MBNL proteins and dysregulation of alternative splicing. By applying a microarray whole-transcriptome approach, we identified several gene changes associated with DM1 mutation in MIO-M1 cells, including the immune mediators *CXCL10*, *CCL5*, *CXCL8*, *TNFAIP3,* and *TNFRSF9*, as well as the microRNAs miR-222, miR-448, among others, as potential regulators. A gene ontology enrichment analyses revealed that inflammation and immune response emerged as major cellular deregulated processes in the MIO-M1 DM1 cells. Our findings indicate the involvement of an altered immune response in glia cells, opening new windows for the study of glia as potential contributor of the CNS symptoms in DM1.

## 1. Introduction

Myotonic Dystrophy type 1 (DM1), an inherited neuromuscular disorder, is the most common form of muscular dystrophy in adults, with a prevalence between 0.5–18.1 per 100,000 [1]. DM1 is caused by a CTG repeat expansion located in the 3′ untranslated region (UTR) of the myotonic dystrophy protein kinase (*DMPK*) gene. The CTG tract consists of 5 to 37 repeats in healthy individuals, but it is expanded to more than 50 CTG repeats in DM1 patients [2,3,4]. DM1 is a multisystemic disease with a broad clinical presentation including myotonia, muscle weakness, heart conduction abnormalities, insulin resistance, endocrine defects, frontal balding, cataracts, and central nervous system (CNS) alterations [5]. The neuronal features exhibited by patients with DM1 depend on the age of onset and size of the CTG tract [6,7]. Specifically, intellectual disability is present in the congenital form of DM1; while learning difficulties, speech and language delay, reduced IQ-values accompanied with attention deficit hyperactive disorder, and autism spectrum are frequent in infantile- and juvenile-onset DM1 [8,9]. Apathy and reduced initiative, attention deficit, excessive daytime sleepiness, and fatigue are commonly present in the adult form [7]. Finally, important neuropsychological signs and symptoms, such as anxiety, hostility, depression, low esteem and paranoia, are also frequent in DM1 patients [10,11]. Overall CNS symptomatology has a negative impact on the quality of life of patients [12].

DM1 pathogenesis is mediated by an RNA gain-of-function mechanism, through accumulation of mutant *DMPK* mRNA aggregates in the nucleus of affected cells [13,14,15]. This in turn alters directly or indirectly numerous cell functions, including transcription regulation, RNA polyadenylation, translation, microRNA (miRNA) processing, and alternative splicing [16,17,18,19,20]. In addition, the detection of small *DMPK* RNAs expressed in the antisense direction [21], as well as the occurrence of repeat-associated non-ATG translation [22,23], which results in the accumulation of homopolymeric proteins, have added further complexity to molecular pathogenesis of DM1. Perturbation of alternative splicing through sequestration of muscleblind-like (MBNL) family of factors by mutant *DMPK* RNA and upregulation of CUG/Elav-like (CELF) proteins [24,25] are the best described pathogenic mechanisms in DM1. In fact, numerous mis-splicing events have been described in genes expressed in DM1 brain tissues implicated in its CNS symptomatology, including *GRIN1/NMDAR1* exons 5 and 21, *MAPT* exons 2–3, 10, *APP* exon 8, *MBNL1/2* exon 7, *CAMK2D* exons 14–15, and *SORBS* exon 26 [14,26,27].

In spite of the role of glial cells in essential brain functions, including synapsis, inflammation response, and neurotransmission [28], their implication in DM1 neuropathology just began to be addressed. Recent evidence shows that cortical astrocytes contain greater abundancy of ribonuclear foci than neurons in the brain of DM1 transgenic mice [26]. In addition, *DMPK* transcript levels are higher in astrocytes and glia-derived cell lines, compared to neurons [29]; and finally, glutamate excitotoxicity associated with downregulation of glutamate transporter 1 (GLT1) is observed in Bergmann glia of DM1 mice [30]. All these observations suggest that defective neuron-glia interactions, which are fundamental for proper brain function, might be an important contributor to DM1 brain pathophysiology. 

To gain insight into the cellular and molecular pathways primarily affected by the DM1 mutation in glial cells, in this study, we generated a DM1 model derived from human retinal Müller glial cells (MIO-M1) [31], which express a mutant *DMPK* RNA carrying 648 CUG repeats in an inducible manner [MIO-M1 CTG_(648)_]. Validation experiments indicated the occurrence of an RNA toxicity mechanism in the established model, characterized by altered alternative splicing and nuclear co-localization of RNA foci with MBNL1/2 splicing factors. By conducting transcriptome analysis of MIO-M1 CTG_(648)_ cells, we observed altered expression levels of numerous genes upon expression of the CTG repeat expansion, including immune mediators and microRNA genes. A gene ontology analysis approach led us to the identification of inflammatory pathway and immune response as the major cellular deregulated processes in MIO-M1 CTG_(648)_ cells. Considering the role of glial cells as modulators of neuroinflammation, these results open new avenues for the study of DM1 brain pathophysiology associated with defective glia.

## 2. Materials and Methods 

### 2.1. Cell Culture

MIO-M1 cells (Moorfields/Institute of Ophthalmology, University College London) were grown in presence of Dulbecco’s Modified Eagle Medium (DMEM) (Invitrogen, Carlsbad, CA, USA), supplemented with 10% fetal bovine serum (FBS), 100 U/mL penicillin and 100 μg/mL streptomycin. Cultures were maintained at 37 °C in a 5% humidified CO_2_ atmosphere. 

### 2.2. Generation of MIO-M1 DM1 Cell Model

MIO-M1 cell line was stably transfected with the pCMV-Tet3G plasmid (Clontech, Mountain View, CA, USA). After 3 weeks on geneticin (G418) selection, independent clones were assayed with the Dual-Luciferase Reporter Assay System (Promega Corporation, Madison, WI, USA). The clone with the high doxycycline induction and the low basal luciferase activity (MIO-M1-CMV-Tet) was selected. Simultaneously, fragments of DMPK minigene containing exons 11–15, carrying an expanded CTG tract, or 0 CTG repeat tract as control, were excised by NheI digestion from DT960 and DMPKS plasmids [32], respectively. Expanded or control DMPK minigene fragments were ligated to the equally restricted pTRE3G plasmid (Clontech, Mountain View, CA, USA) to generate the CTG expanded and control Tet responsive constructs. Then, MIO-M1-CMV-Tet cells were stably transfected with the responsive plamids and selected in the presence of 350 μg/mL G418 and 0.35 μg/mL puromycin to obtain the control MIO-M1-CTG_(0)_ and the mutant MIO-M1-CTG_(648)_ cells. The control MIO-M1-CTG_(0)_ and the mutant MIO-M1-CTG_(648)_ established cell lines were subsequently cultured in presence of 10% FBS tetracycline-free.

### 2.3. Genotyping

Genomic DNA was extracted from cell cultures and genotyping was performed by triplet repeat-primed polymerase chain reaction (TP-PCR) and capillary electrophoresis on a 3730 xl DNA analyzer (Applied Biosystems, Foster City, CA, USA) as previously described [33]. Estimation of expanded allele size was carried out by Small Pool PCR (SP-PCR) as described by Tomé S. et al. [34]. 

### 2.4. RNA Isolation, Retrotranscription and Polymerase Chain Reaction (RT-PCR) 

Total RNA was isolated from cell cultures using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA). RNA integrity was analyzed by gel electrophoresis. A NanoDrop 2000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) was used for quantification and purity determination. Total RNA (1 µg) was used to prepare cDNA by using the High-Capacity cDNA reverse transcription kit according to manufacturer’s protocol (Thermo Fisher Scientific. Waltham, MA, USA). PCR reactions were carried out in 12.5 μL total volume by using the Platinum Taq DNA pol (Invitrogen, Carlsbad, CA, USA). The percentage of exon inclusion was calculated as [exon inclusion band/(exon inclusion band + exon exclusion band)] x 100 [26]. Oligonucleotide primers used for RT-PCR analysis to detect DMPK/GAPDH expression and MBNL1/2 alternative splicing patterns are indicated in Table S1.

### 2.5. RNA Fluorescence In Situ Hybridization (RNA-FISH) and Immunofluorescence

Cells on coverslips were fixed with 4% paraformaldehyde for 10 min at room temperature, then permeabilized with cold 2% acetone for 5 min, and overnight incubation in 70% ethanol. Cells were prehybridized in 30% formamide, 2X SSC buffer for 10 min at room temperature and then incubated for 2 h in a humidified chamber at 37 °C with hybridization buffer [2X SSC, 40% formamide, 0.02% BSA, 2mM vanadyl ribonucleoside (Sigma-Aldrich, St. Louis, MO, USA), 66 µg/mL yeast tRNA (Sigma-Aldrich, St. Louis, MO, USA) and 1 ng/µl Cy3-conjugated CAG_(6)_ probe]. Preparations were washed in prehybridization buffer at 45 °C for 30 min, twice in 1X SSC at room temperature, and once in PBS. Cells were mounted on microscope slides with Vectashield antifade medium containing diamino-2-phenylindole (DAPI) (Vector Labs., Burlingame, CA, USA). For combine immunofluorescence and FISH, cells were incubated in 3% BSA for 15 min at room temperature after the post-hybridization wash step of the RNA FISH procedure, then incubated overnight at 4 °C with the primary anti-MBNL1 or MBNL2 antibodies (Abcam, Cambridge, UK. ab45899 and ab171551, respectively). After washing three times with PBS, preparations were incubated 1h at room temperature with fluorescein-conjugated anti-rabbit antibody (Vector Labs., Burlingame, CA, USA), counterstained with DAPI and mounted with Vectashield.

### 2.6. Microarray Processing

MIO-M1-CTG_(0)_ and MIO-M1-CTG_(648)_ cells were cultured in absence (-Dox) or presence (+Dox) of doxycycline (1 μg/mL) during 8 days, replacing culture medium every 48 h. For each of the four experimental groups, 3 biological replicates were used. Total RNA was extracted using RNeasy Mini kit (Qiagen, Valencia, CA, USA) and RNase-Free DNase Set, according to the manufacturer’s protocol. The RNA concentration was determined using a NanoDrop 2000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA), and the RNA integrity number (RIN) was determined in an Agilent 2100 Bioanalyzer (Agilent Technologies Inc, Santa Clara, CA, USA). Only RNA samples with a RIN > 9 were employed. Sample preparation was carried out as described in the Affymetrix GeneChip WT Plus Reagent Kit User Manual (Affymetrix Inc., Santa Clara, CA, USA). Briefly, 100 ng of total RNA were used for synthesize first-strand cDNA followed by a reaction that uses DNA polymerase I and RNase H to simultaneously degrade the RNA and synthesize second-strand cDNA, which was subsequently converted to cRNA by in vitro transcription. Finally, the sense-strand cDNA was obtained by reverse transcription of the cRNA, loaded onto Clariom D Arrays for human samples (Thermo Fisher Scientific. Waltham, MA, USA) and incubated for 16 h at 45 °C on the GeneChip Hybridation Oven 645 (Affymetrix Inc., Santa Clara, CA, USA). After hybridization, arrays were washed and stained using the GeneChip Fluidics Station 450 followed by scanning with the GeneChip Scanner 3000 7G (Affymetrix Inc., Santa Clara, CA, USA). Microarray experiment data have been deposited in NCBI’s Gene Expression Omnibus database (GSE164057).

### 2.7. Microarrays Data Analysis

The raw intensity values were background corrected and normalized using Robust Multiarray Average (RMA) method [35] and Quantile Normalization [36], respectively. Statistical linear model with arbitrary coefficients was used to determine differential expression, contrasts of interest were analyzed using the Bioconductor library limma [37,38]. Corrections for multiple comparisons were applied using false discovery rate (FDR). Differentially expressed genes were considered as log fold change (FC) >0.5 and *p* val < 0.005.

### 2.8. Functional Genomic Analysis

Gene ontology enrichment analyses were performed by Gene set enrichment analysis (GSEA) [39], DAVID (http://david.abcc.ncifcrf.gov), Key Pathway Advisor (KPA version 17.4) and MetaCore (version 19.2). Overlapping list of differentially expressed genes, founded in contrasts A and B, was used to perform DAVID, KPA and MetaCore analyses. GSEA was performed to measure the enrichment of annotated gene sets which represent biological altered processes in MIO-M1-CTG_(648)_ Dox-induced cells compared with non-induced MIO-M1-CTG_(648)_ cells. Analysis was run using default settings and 1000 permutation with a weighted enrichment statistic and a signal-to-noise metric for gene ranking. Gene sets were downloaded from the MSigDB database. Normalized enrichment scores (NES) and *p*-values were calculated to measure differences in gene set size as well as correlation with other gene signatures. KPA and MetaCore were used to identify canonical pathways having statistically significant changes. Top pathways and functions were scored and sorted by predicted activation and by the number of molecules involved. MicroRNA target prediction was performed by using mirDIP 4.1 integrative [40] and miRDB [41] online databases. DAVID and ShinyGO [42] tools were used to executed enrichment analysis of predicted miRNA targets.

### 2.9. TaqMan Validation Assays

The expression of selected transcripts was evaluated by retrotranscription and quantitative PCR (RT-qPCR) by using TaqMan probe-based assays (Applied Biosystems, Foster City, CA, USA). Total RNA extraction and retrotranscription were performed as described in the Microarray processing section. PCR was performed in a 20 μL total volume reaction by mixing 100 ng cDNA, 2X TaqMan Universal Master Mix II with UNG (Applied Biosystems, Foster City, CA, USA), 1μL of specific target TaqMan assay probe, and 1 μL of primer limited probe for the endogenous control glyceraldehyde-3-phosphate deshydrogenase (GAPDH). Amplification was conducted at 50 °C for 2 min, 95 °C for 10 min as initial step followed by 95 °C for 15 sec, 60 °C for 1min for 40 cycles on a StepOne Real Time PCR System (Applied Byosistems, Foster City, CA, USA). Relative gene expression was calculated using the 2^ΔΔCT^ method. 

### 2.10. Statistical Analysis

When two groups were compared, an unpaired Student’s t-test for statistical significance were performed. The significance level was set at *p* < 0.05. Data were expressed as mean ± standard error of the mean (SEM). The statistical software GraphPad Prism package was used for calculations.

## 3. Results

### 3.1. Generation and Characterization of a MIO-M1 Glial Cell-based Model for DM1

To analyze the effect of DM1 mutation on glial cell physiology, we generated MIO-M1-derivative cell lines expressing a *DMPK* minigene harboring 0 CTG repeats [MIO-M1-CTG_(0)_] or an expanded repeat [MIO-M1-CTG_(648)_], in an inducible manner (Figure S1A). Stable incorporation of the *DMPK* minigene into cells was confirmed by genotyping using TP-PCR and SP-PCR assays. A ladder pattern of amplified fragments was obtained from MIO-M1-CTG_(648)_ cells after TP-PCR analysis, unlike MIO-M1-CTG_(0)_ cells, which lacked this characteristic pattern (Figure S1B). Confirming this result, SP-PCR experiments on MIO-M1-CTG_(648)_ cells resulted in the amplification of a DNA fragment that corresponds to 648 CTG repeats tract, while no amplified expanded fragment was obtained from MIO-M1-CTG_(0)_ cells (Figure S1C). Together, these results demonstrated that control and mutant *DMPK* minigene was successfully inserted into the genome of MIO-M1 CTG_(0)_ and MIO-M1 CTG_(648)_ cells, respectively. To analyze *DMPK* minigene expression in MIO-M1-CTG_(0)_ and MIO-M1-CTG_(648)_ cells, RT-PCR experiments were performed, using a forward primer that exclusively amplifies *DMPK* minigene transcripts. Both MIO-M1-CTG_(0)_ and MIO-M1-CTG_(648)_ cells expressed the exogenous *DMPK* RNA after exposure to doxycycline (+Dox) for 3 days, with no detectable basal expression in the absence of Dox (-Dox) (Figure 1A), demonstrating the specificity of the inducible system. In addition, *DMPK* expression levels were comparable between MIO-M1-CTG_(0)_ and MIO-M1-CTG_(648)_ cells, as shown by RT-qPCR analysis (Figure 1B). Since it has been extensively described that mutant *DMPK* RNA induces ribonucleoprotein foci in DM1 tissues/cells, we asked whether Dox-induced MIO-M1-CTG_(648)_ cells contained nuclear foci of mutant *DMPK* RNA. RNA-FISH experiments showed that mutant *DMPK* RNA foci were present in MIO-M1-CTG_(648)_ cells upon 3 days of Dox induction, unlike MIO-M1-CTG_(0)_ cells, where no nuclear foci was detected (Figure 1C). Quantitative analysis revealed that 75% of cells had nuclear foci, out of these, 87.5% containing >10 foci, 7.0% between 6–10 foci and 5.5% between 1–5 foci (Figure 1D). 

Dysregulation of alternative splicing is a central pathogenic mechanism broadly described in DM1. In order to explore this process in our model, we analyzed the exon 7 inclusion rate of *MBNL1* and *MBNL2*, two DM1-associated mis-splicing events [43,44,45]. As anticipated, higher percentage of splicing inclusion for *MBNL1* exon 7 was observed in Dox-induced MIO-M1-CTG_(648)_ cells (45.1%) compared to non-induced MIO-M1-CTG_(648)_ (36.7%) and to both non-induced and Dox-induced MIO-M1-CTG_(0)_ cells (36.4% and 37.7 %, respectively) (Figure 2A left panel and Figure S2A). Similarly, MIO-M1-CTG_(648)_ cells showed higher *MBNL2* exon 7 inclusion (32.7%) compared to non-induced MIO-M1-CTG_(648)_ cells (13.0%), and to both non-induced and Dox-induced MIO-M1-CTG_(0)_ cells (12.8% and 12.5%, respectively), (Figure 2A right panel and Figure S2A). Notably, the sustained Dox treatment further increased the aberrant splicing of *MBNL2* exon 7 over time in the MIO-M1-CTG_(648)_ cells (Figure 2B), likely due to the nuclear foci accumulation. As functional depletion of MBNLs, by its sequestration into the nuclear foci, causes numerous mis-splicing events, we were prompted to examine whether MBNL1/MBNL2 proteins are co-localized with RNA foci in MIO-M1-CTG_(648)_ cells. RNA-FISH coupled with immunofluorescence assays revealed that both, MBNL1 (Figure S2B) and MBNL2 (Figure 2C) co-localize with CUG RNA foci in MIO-M1-CTG_(648)_ cells upon Dox induction, while MIO-M1-CTG_(0)_ cells displayed diffuse MBNL protein staining, supporting the idea that mutant RNA is altering the MBNLs function. Collectively, these results demonstrated the occurrence of the DM1 molecular hallmarks in the established cell model, indicative of the existence of an RNA toxicity mechanism in MIO-M1-CTG_(648)_ cells.

### 3.2. Effects of DM1 Mutation on Global Gene Expression in MIO-M1-CTG_(648)_ Cells

Several transcription-associated processes are altered in DM1. Thus, it is reasonable to expect global transcriptional changes in our DM1 model. 

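RNA from cells with the expanded repeat, MIO-M1-CTG(648), and from cells without it, MIO-M1-CTG(0), was hybridized to Clariom D Human arrays. Each cell line was measured non-induced and after 8 days with 1 μg/mL Dox, with 3 arrays in each of the 4 groups, 12 arrays in all. The first principal component of the signals, with 43.3% of the variance, separated the lines: MIO-M1-CTG(0) arrays lay between -45.5 and -40.6 and MIO-M1-CTG(648) arrays between 41.7 and 43.5. The second, with 9.38%, placed Dox-induced MIO-M1-CTG(648) arrays between 19.4 and 31.0 and non-induced ones between -30.7 and -17.9, while the MIO-M1-CTG(0) arrays lay between -21.3 and 15.9. The deposited values are log2 signals with 2 decimals, for which the paper names RMA background correction and quantile normalization; they were used here without a further normalization. Array medians lay between 4.24 and 4.32. Of 135750 probe sets, 36176 carried 1 gene symbol (33616 different symbols), and these alone were counted and named. On each array between 52.1% and 53.3% of them had a signal of at least 5. The 4 groups were fitted together with limma. A probe set was called differentially expressed at a log2 fold change above 0.5 in size and an unadjusted p under 0.005. The paper's methods give these limits for a log fold change and a p value, and also name a false discovery rate correction. That the p is unadjusted is a reading made here. Past the threshold below means past these limits, and an adjusted p is that of limma after Benjamini-Hochberg adjustment over the 36176 probe sets. Log2 fold changes from the deposited values had slopes of 1.53 (contrast A) and 1.54 (contrast B) against those the paper lists. A limit of 0.5 is therefore less strict here than in the paper, and counts here are not directly comparable with the paper's. The methods' t-test, an unpaired t-test for 2 groups, was run on the same values at this threshold too. The paper names limma for its arrays and describes this t-test apart from them, with p under 0.05. A gene not past the threshold in it has therefore not failed the paper's own array test. Counts of the t-test at a p under 0.05 were added after the values were seen. The p-values measure the spread between these samples, which the paper describes as 3 biological replicates for each group. Each repeat length is represented by 1 cell line, so no p-value measures variation between lines of the same repeat length. Gene lists, the rule for the genes named, the tests and the alternatives were set before the data were examined, apart from those said to be chosen later. The paper's tables of these arrays had been read by then. Lists from textbook knowledge also hold genes of those tables, such as TNFRSF9, RELB and TNFAIP3 in the NF-κB list. Their tests are therefore not fully independent evidence. Counts over gene lists are taken before removal of genes that also passed in a control comparison, unless said otherwise. In data simulated with the same design, contrast A recovered 78% of the 100 probe sets changed by 1 on the log2 scale and 100% of the 100 changed by 2. It also called 130 of 35976 unchanged probe sets. The interaction recovered 61% and 97% in the same order, and called 139 unchanged ones.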

To evaluate this, we determined the gene expression differences between Dox-induced MIO-M1-CTG_(648)_ and non-induced MIO-M1-CTG_(648)_ cells (Figure 3A, Contrast A). 

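In MIO-M1-CTG(0) cells, which lack the expansion, 132 probe sets were higher and 139 were lower after 8 days with Dox, 271 in all. The signal of PI15, a secreted peptidase inhibitor, rose from 13.35 ± 0.41 to 15.41 ± 0.20 (SD, n = 3 arrays), a log2 fold change of 2.06 (standard error 0.28, adjusted p = 0.0717). SELENOP, which encodes a plasma selenium carrier, rose by 1.90 (adjusted p = 0.448). HAS2, a hyaluronan synthase, fell by 1.50 (adjusted p = 0.0717), and DIRAS3, a small GTPase of the RAS family, fell by 1.62 (adjusted p = 0.465). Of 71 collagens and other extracellular matrix genes, 6 rose and none fell; the list passed the camera test (adjusted p = 6.79e-06) but not with an estimated correlation (adjusted p = 0.332 with an estimated correlation). Of 20 chemokine receptors 2 rose, also when adjusted over the list alone, ACKR3 (1.15) and CCR10 (0.59), and the list passed (adjusted p = 0.00192; adjusted p = 0.332 with an estimated correlation). Of 64 interferon-stimulated genes, 0 passed the threshold in limma and 1 in the methods' t-test, and 7 were higher at an unadjusted p under 0.05 (8 higher and 1 lower in the methods' t-test). The log2 fold change was above 0 in 50 of them, with a median of 0.15, and the list passed (adjusted p = 0.000125; adjusted p = 0.511 with an estimated correlation). Of 49 genes of the NF-κB pathway, 0 passed the threshold in limma or in the methods' t-test, and 2 had an unadjusted p under 0.05, 1 higher and 1 lower (3 and 1 in the methods' t-test). After Benjamini-Hochberg adjustment limma left 0 of the 271, while 2255 probe sets had an unadjusted p under 0.05. The methods' t-test gave 128 at the same threshold, 898 with a p under 0.05 and the same fold, and 0 after Benjamini-Hochberg adjustment; it no longer called SELENOP or DIRAS3. Without replicate 1 of non-induced MIO-M1-CTG(0) cells, 169 probe sets passed. With each array centred on its median, 100 were higher and 165 lower, which is 37.7% higher against 48.7%.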

We first compared the gene expression profile between MIO-M1-CTG_(0)_ Dox-treated cells and MIO-M1-CTG_(0)_ non-induced cells, in order to remove those genes dysregulated by the Dox treatment. 

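With Dox, 337 probe sets were higher and 290 were lower in MIO-M1-CTG(648) cells, after removal of 25 that also passed the threshold in MIO-M1-CTG(0) cells. Of those 25, 22 moved in opposite directions in the lines and 3 in the same direction. IL6, an inflammatory cytokine, rose from 6.56 ± 0.15 to 9.29 ± 0.19 (SD, n = 3), a log2 fold change of 2.73 (standard error 0.19, adjusted p = 2.06e-05). RSAD2, an antiviral protein induced by interferon, rose by 2.44 (standard error 0.18, adjusted p = 2.42e-05). The largest fall was that of SCUBE3, a secreted glycoprotein (-3.01, standard error 0.43, adjusted p = 0.00495). The matrix genes ASPN, a small proteoglycan, and MFAP4, a protein of elastic microfibrils, changed by -2.23 and -1.78, and the laminin receptor subunit ITGB4 by -2.16 (adjusted p = 0.000434, 0.00112 and 0.00342). SCUBE3 and ITGB4 were not past the same threshold in the methods' t-test, but lay under 0.05 in it. A single probe set named U6, after the small nuclear RNA of the spliceosome, had the highest fold change, 5.30 (standard error 0.35, adjusted p = 2.06e-05). The mean over all 19 probe sets with that symbol was 0.27, not past the threshold, and the next highest of them was 0.76. Of 16 fibroblast and pericyte markers, 5 fell with Dox and none rose (8 lower when adjusted over the list alone), among them PDGFRA (-1.05), PDGFRB (-0.90) and ACTA2 (-0.88). That list passed the camera test (adjusted p = 5.49e-06) but not with an estimated correlation (adjusted p = 0.0952 with an estimated correlation). Before removal 652 probe sets passed, against 181 that chance gives at this p alone. Adjusted by Benjamini-Hochberg, 147 of them were left. Without replicate 2 of the CTG(648) cells with Dox, 174 probe sets were lower after removal. The methods' t-test gave 410 at the same threshold, 1438 with a p under 0.05 and the same fold, and 5 after Benjamini-Hochberg adjustment.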

Contrast A led us to identify 316 differentially expressed genes, with 187 up-regulated (59.17%) and 129 down-regulated (40.82%) genes. From this, 285 corresponded to coding (90.19%) and 31 to non-coding genes (9.81%), including 14 miRNAs (4.43%) and 17 long non-coding RNAs (5.38%) (Figure 3B). 

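By the RefSeq gene types, 463 of the 627 probe sets past the threshold in contrast A lay in protein-coding genes, 257 higher and 206 lower with Dox. Non-coding genes held 154 (24.6%), 76 higher and 78 lower, and 10 probe sets had no match in the RefSeq table. The non-coding part held 88 pseudogenes (14.0%), 23 long non-coding RNAs (3.67%), 20 microRNA genes (3.19%) and 18 small nucleolar RNAs (2.87%). Of the microRNA genes 14 rose and 6 fell, and of the small nucleolar RNAs 4 rose and 14 fell. RN7SL241P and RN7SL319P, pseudogenes of the RNA of the signal recognition particle, had log2 fold changes of 2.92 (standard error 0.39, adjusted p = 0.00287) and 2.19 (standard error 0.19, adjusted p = 0.000141). The pseudogene HTR7P1 rose from 8.16 ± 0.58 to 10.87 ± 0.27 (SD, n = 3; log2 fold change 2.71, adjusted p = 0.00104). Among the 36176 probe sets tested, 19341 were protein-coding and 16074 non-coding, so that 2.39% of the coding and 0.958% of the non-coding ones passed.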

In parallel, a second contrast (Figure 3C, Contrast B) was analyzed. In this case, we first removed differential effects caused by the transgene insertion site, and then, we compared the transcriptome of Dox-induced MIO-M1-CTG_(648)_ cells versus that of Dox-induced MIO-M1-CTG_(0)_ cells. In contrast B, 790 differentially expressed genes were identified, with 449 up-regulated (56.84%) and 342 down-regulated (43.29%) genes. 

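The lines differed widely without Dox: 1790 probe sets were higher and 1878 were lower in non-induced MIO-M1-CTG(648) cells than in non-induced MIO-M1-CTG(0) cells, 3668 in all. COL6A3, a chain of collagen VI, had a signal of 4.58 ± 0.12 in MIO-M1-CTG(648) and 13.82 ± 0.23 in MIO-M1-CTG(0) cells (SD, n = 3), a log2 fold change of -9.24 (standard error 0.22, adjusted p = 3.75e-11). Its signal in MIO-M1-CTG(648) cells was near the array medians of 4.24 to 4.32, so the size of this difference is not exact. The procollagen processing enhancer PCOLCE and the proteoglycan LUM were also lower, by -7.64 and -7.04. SELENOP, the Toll-like receptor homolog CD180 and MALL, a membrane protein of lipid rafts, were higher by 6.12, 5.87 and 5.68 (adjusted p = 2.52e-07, 2.40e-07 and 9.72e-10). DMPK had a signal of 10.19 ± 0.17 in non-induced MIO-M1-CTG(648) and 7.95 ± 0.25 in non-induced MIO-M1-CTG(0) cells (log2 fold change 2.24, standard error 0.18, adjusted p = 2.82e-06). The paper reports no detectable minigene RNA by RT-PCR in either line without Dox. These arrays cannot tell minigene RNA from the cells' own DMPK. Of 66 E2F target and DNA replication genes, 3 were higher and 23 lower in MIO-M1-CTG(648) cells (adjusted p = 3.65e-08 from camera). This list did not pass with an estimated correlation (adjusted p = 0.723 with an estimated correlation). The methods' t-test gave 2105 at the same threshold, 4949 with a p under 0.05 and the same fold, and 1426 after Benjamini-Hochberg adjustment with the same fold.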

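Dox-induced MIO-M1-CTG(648) cells had 859 probe sets higher and 659 lower than Dox-induced MIO-M1-CTG(0) cells, 1518 in all, once those past the threshold between the non-induced lines were left out. Without replicate 3 of the CTG(648) cells with Dox 567 were higher, and without replicate 2 of them 425 were lower. Among the highest, the long non-coding RNA LINC00707 had a signal of 7.91 ± 0.17 against 5.56 ± 0.41 (SD, n = 3), a log2 fold change of 2.35 (standard error 0.27, adjusted p = 9.18e-05). It fell by 1.03 with Dox in MIO-M1-CTG(0) cells, and so was removed from contrast A, where its log2 fold change was 1.35. IL32, a pro-inflammatory cytokine, was higher by 2.10 (adjusted p = 0.000115). Among the lowest, COL11A1, a fibrillar collagen chain, differed by -2.42 (standard error 0.23, adjusted p = 1.37e-05). The integrin subunit ITGB3 differed by -2.14 (adjusted p = 0.00127), and LEF1, a transcription factor of Wnt signaling, by -1.80 (adjusted p = 8.32e-05); ITGB3 was not past the same threshold in the methods' t-test. Before that removal 3571 probe sets passed, 3551 probe sets had an adjusted p under 0.05 at any fold change, and the methods' t-test gave 2459 at the same threshold, 5152 with a p under 0.05 and the same fold, and 2102 after Benjamini-Hochberg adjustment.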

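Of the 1518 probe sets of contrast B, 1138 lay in protein-coding genes, 653 higher and 485 lower in Dox-induced MIO-M1-CTG(648) cells, and 19 had no match in the RefSeq table. Non-coding genes held 361 (23.8%), 199 higher and 162 lower. These were 214 pseudogenes (14.1%), 60 long non-coding RNAs (3.95%), 26 microRNA genes (1.71%), 37 small nucleolar RNAs (2.44%) and 24 of other types. Of the microRNA genes 14 were higher and 12 lower, and of the long non-coding RNAs 28 were higher and 32 lower. SNORD113-1, a small nucleolar RNA, had a signal of 7.55 ± 0.52 against 4.77 ± 1.35 (SD, n = 3), a log2 fold change of 2.78 (standard error 0.53, adjusted p = 0.00399), and was not past the same threshold in the methods' t-test. The antisense RNA ZFHX4-AS1 differed by -1.77 (adjusted p = 0.000732) and was likewise not past that threshold.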

From this, 740 corresponded to coding (93.67%) and 51 to non-coding genes (6.46 %), including 20 miRNAs (2.53%) and 31 long non-coding RNAs (3.92%) (Figure 3D). 

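Contrasts A and B shared 211 probe sets that moved in the same direction, 150 higher and 61 lower in Dox-induced MIO-M1-CTG(648) cells. The number that moved in opposite directions was 0, and the arrays that both contrasts share push calls to the same direction. SNAPC1, a subunit of the complex that activates small nuclear RNA genes, had log2 fold changes of 1.70 and 1.55 in contrasts A and B (standard error 0.17 in both, adjusted p = 0.000359 and 5.75e-05). IFIT2, an antiviral protein induced by interferon, had 1.97 and 1.73 (adjusted p = 0.000443 and 0.000101). The developmental transcription factor EYA1 had -0.81 and -1.67 (adjusted p = 0.0781 and 4.17e-05). Of the 211, 150 lay in coding genes (71.1%) and 60 in non-coding genes (28.4%), among them 12 microRNA genes, 8 higher and 4 lower. With Benjamini-Hochberg adjusted p-values the contrasts shared 65 (58 higher and 7 lower), with the methods' t-test at the same threshold 90 (69 and 21), and with a log2 fold change over 1 they shared 97 (80 and 17). Independent lists would share 8.00 probe sets higher in both contrasts and 5.28 lower in both. Because both contrasts use the Dox-induced MIO-M1-CTG(648) arrays, unchanged groups were also simulated against shared arrays, which gave at most 23 higher and 19 lower. The simulated sets hold no difference between any groups, so they set no bound for contrasts with real differences. Across probe sets the fold changes had a covariance of 0.0498, against 0.0267 from the shared arrays alone. With 1 of these arrays in contrast A and the other 2 in contrast B, the covariance was 0.0222 to 0.0279 over the 3 ways to split them. Part of the shared calls may come from the shared arrays, since 3 arrays do not leave 2 for each contrast to repeat the calls.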

A total of 111 differential expressed genes were overlapped in both contrasts, representing 90.9 % coding and 9.1 % non-coding gene changes (Figure 3E and Tables S2 and S3). The ten most up and down differentially expressed genes, that were common in both contrasts (A and B) are shown in Table 1.

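Among the up-regulated genes of Table 1, SCG2, which encodes a secretory granule protein, rose with Dox in MIO-M1-CTG(648) cells from 7.83 ± 0.07 to 10.20 ± 0.14 (SD, n = 3), a log2 fold change of 2.38 in contrast A and 3.26 in contrast B (standard error 0.22 in both, adjusted p = 0.000162 and 6.37e-07). PTX3, a soluble pattern recognition protein, had 2.36 and 1.40 (adjusted p = 0.00108 and 0.00434), and the phospholipase PLA2G4C had 2.01 and 2.21 (adjusted p = 0.000302 and 8.63e-06). The stress-induced transcription factor ATF3 had 1.85 and 3.13 (adjusted p = 0.00342 and 3.71e-06). The chemokine CXCL11 had 1.36 and 1.95 (adjusted p = 0.112 and 0.00133) and left the threshold in contrast A without replicate 2 of non-induced MIO-M1-CTG(648) cells (1.20). The probe set that Table 1 names BIRC3, which has no single symbol in the annotation used here, had log2 fold changes of 2.01 and 1.84 (standard error 0.25), while the probe set with BIRC3 as its 1 symbol had 0.45 and 0.89, not past the threshold. Among the down-regulated genes, PLEKHS1 fell by 1.63 in contrast A and was lower by -1.47 in contrast B (adjusted p = 0.00302 and 0.000643). SCD, a fatty acid desaturase, had -1.36 and -1.27 (adjusted p = 0.0515 and 0.00811) and KIF26B, a kinesin, -1.33 and -2.47 (adjusted p = 0.0765 and 9.24e-05). DCN, a proteoglycan of the matrix, had -1.38 (adjusted p = 0.313, not past the threshold) and -2.47 (adjusted p = 0.00226). SCG2 and ATF3 also differed between the non-induced lines, by 0.95 and 1.02, and were removed from contrast B. PTX3, SCD, DCN and CXCL11 in contrast B, and SCD, KIF26B and CXCL11 in contrast A, were not past the same threshold in the methods' t-test. CXCL11 in contrast A was also not past it from the 6 arrays of the 2 groups alone.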

In order to confirm the validity of the microarray data, the expression levels of *CXCL10*, *TNFRSF9* and *TNFAIP3*, identified as upregulated genes, and *PLXDC1* and *TSPAN18*, identified as downregulated genes, were validated by TaqMan probe-based assays on three independent culture replicates. 

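On the arrays, the signals of the immune genes rose with Dox in MIO-M1-CTG(648) cells. TNFRSF9, a costimulatory receptor of the TNF receptor family (chromosome 1, GRCh38 7915871 to 7940839), rose from 5.69 ± 0.32 to 9.38 ± 0.18 (SD, n = 3), a log2 fold change of 3.68 (standard error 0.26, adjusted p = 2.06e-05). CXCL10, a chemokine induced by interferon (chromosome 4, 76021118 to 76023497), rose by 2.66 (standard error 0.20, adjusted p = 2.42e-05), and TNFAIP3, a feedback inhibitor of NF-κB (chromosome 6, 137866349 to 137883312), by 2.32 (standard error 0.17, adjusted p = 2.51e-05). TSPAN18, a tetraspanin (chromosome 11, 44726310 to 44932423), fell by 2.13 (standard error 0.25, adjusted p = 0.0011) and the transmembrane protein gene PLXDC1 (chromosome 17, 39063313 to 39152967) by 1.45 (standard error 0.20, adjusted p = 0.00342). Against Dox-induced MIO-M1-CTG(0) cells, the log2 fold changes were 3.51 for TNFRSF9, 3.83 for CXCL10, 1.72 for TNFAIP3, -1.89 for TSPAN18 and -2.07 for PLXDC1 (adjusted p = 1.51e-06, 6.31e-08, 2.93e-05, 0.000242 and 1.83e-05). TSPAN18 was not past the same threshold in the methods' t-test in contrast B. CXCL10 also differed between the non-induced lines by 1.36 (adjusted p = 0.00049), and was removed from contrast B for that reason.

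**Figure D1:**
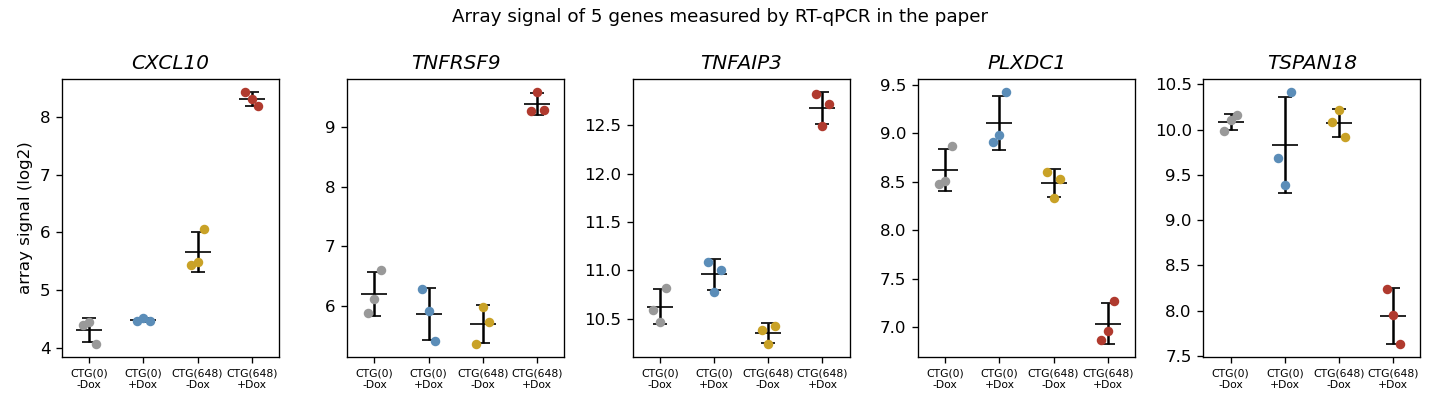
Array signal (log2) of CXCL10, TNFRSF9, TNFAIP3, PLXDC1 and TSPAN18 in the 4 groups of cells; points are the 3 arrays of a group, and bars the mean ± SD. Dox-induced MIO-M1-CTG(648) cells stand apart from the other groups in all 5 genes, at 9.38 for TNFRSF9 and 7.94 for TSPAN18.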

Levels of *CORO2B*, a gene with any observed changes, were also validated (Figure S3). 

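CORO2B, a coronin that binds actin, was measured by 2 probe sets. The bright one fell with Dox in MIO-M1-CTG(648) cells from 11.97 ± 0.03 to 10.37 ± 0.05 (SD, n = 3), a log2 fold change of -1.60 in contrast A (standard error 0.21, adjusted p = 0.00269). Between the Dox-induced lines it differed by 0.43 (adjusted p = 0.253), not past the threshold, and between the non-induced lines by 2.70 (adjusted p = 1.81e-06). Without replicate 3 of the CTG(0) cells with Dox its difference in contrast B was 0.68, past the threshold. The other probe set of CORO2B had a signal of 2.71 ± 0.29 without and 2.75 ± 0.30 with Dox (log2 fold change 0.04, adjusted p = 0.985), and the mean of both changed by -0.78.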

The expression alteration and directionality of all the transcripts analyzed was confirmed (Table 2 and Figure S3). Collectively, these results showed that DM1 mutation is altering gene expression regulation in MIO-M1-CTG_(648)_ cells.

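The change with Dox itself differed between the lines for 588 probe sets, 271 with a more positive and 317 with a more negative change in MIO-M1-CTG(648) cells. PI15 and SEMA3E, which encode secreted proteins, had differences in log2 fold change of -4.42 and -2.75 (adjusted p = 0.000532 and 0.0367). PGF, a growth factor of the VEGF family, had 2.84 (standard error 0.51, adjusted p = 0.0361), and THBS2, a matrix glycoprotein, -2.77 (adjusted p = 0.0421). The splicing regulators that CUG repeats engage were not past the threshold in contrast A. MBNL1 had a signal of 15.32 ± 0.02 without and 15.59 ± 0.06 with Dox (SD, n = 3; log2 fold change 0.27, adjusted p = 0.689). The log2 fold change was 0.51 for MBNL2 (adjusted p = 0.333), and the brighter probe sets of CELF1 and CELF2 had 0.10 and 0.20 (adjusted p = 0.931 and 0.915). MBNL2 passed with an intensity trend in the variance and in the methods' t-test. After Benjamini-Hochberg adjustment, 113 of the 588 were left. From the array differences in both contrasts and their RT-qPCR measurements, the paper concludes that the DM1 mutation alters the regulation of gene expression in these cells.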

### 3.3. Gene Ontology Analysis Reveals Altered Inflammatory Processes in MIO-M1-CTG_(648)_ Cells

To understand the functional alterations behind the gene changes in MIO-M1-CTG_(648)_ cells, we performed gene ontology (GO) enrichment analyses using different bioinformatic tools. By GSEA approach, we identified the TNF-α via NFκB signaling pathway, the INF-γ response mechanism, the E2F targets, and the inflammatory response as the most gene set enriched hallmarks in MIO-M1-CTG_(648)_ Dox-induced cells (Figure 4). Likewise, we identified the chemokine mediated signaling pathway as the most significantly overrepresented biological process (Table 3, GSEA Resource/BP category). 

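Of 49 genes of the NF-κB pathway and its feedback, 12 rose with Dox in MIO-M1-CTG(648) cells and none fell (15 higher when adjusted over the list alone), with a median log2 fold change of 0.35. TRAF1, an adaptor of TNF receptors, rose by 1.92 (adjusted p = 0.00155). Of 64 interferon-stimulated genes, 13 rose and 2 fell (16 and 3 when adjusted over the list alone), with a median of 0.24. OASL rose by 2.10 and RIGI, a sensor of viral RNA, by 1.41 (adjusted p = 0.00093 and 0.00155). In contrast B, 8 of them were higher and 10 lower (10 and 14 when adjusted over the list alone; 6 and 2 after removal), with a median of -0.03, and the list did not pass (adjusted p = 0.801). Of 28 interleukins and other cytokines, 3 rose and none fell, the same number as when adjusted over the list alone; beside IL6 these were IL32 (1.70, adjusted p = 0.00608) and IL18 (0.85, adjusted p = 0.0939). In contrast B, 4 were higher and 2 lower, also when adjusted over the list alone (2 and 1 after removal), and the list did not pass (adjusted p = 0.0699). Of 66 E2F target and DNA replication genes, 2 rose, the histone methyltransferase EZH2 (1.01, adjusted p = 0.0212) and the replication licensing factor CDT1 (0.98, adjusted p = 0.265), and 1 was higher when adjusted over the list alone. The fold change was above 0 in 62 of the 66, with a median of 0.25. In contrast B, 8 were higher and 10 lower (12 and 14 when adjusted over the list alone; 5 and 1 after removal), with a median of -0.19, and the list did not pass (adjusted p = 0.177). By camera, which compares a list with all other genes, 20 of the 34 lists passed in contrast A, 17 higher and 3 lower, and only 2 did so with an estimated correlation. In contrast B 9 passed, and none with an estimated correlation. The NF-κB list passed (adjusted p = 2.15e-17) also with an estimated correlation (adjusted p = 0.0287 with an estimated correlation). The interferon-stimulated, E2F and interleukin lists passed with the preset correlation only (adjusted p = 2.22e-10, 6.35e-11 and 0.00215; adjusted p = 0.0675, 0.346 and 0.064 with an estimated correlation). Of the 11 TNF-α signaling genes that Table 3 lists, 10 rose (10 also when adjusted over the list alone), with a median of 1.97, and all 11 did so on the probe sets the paper lists, where BIRC3 is another one; the study chose these genes on the same samples, so the count is not independent evidence.

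**Figure D2:**
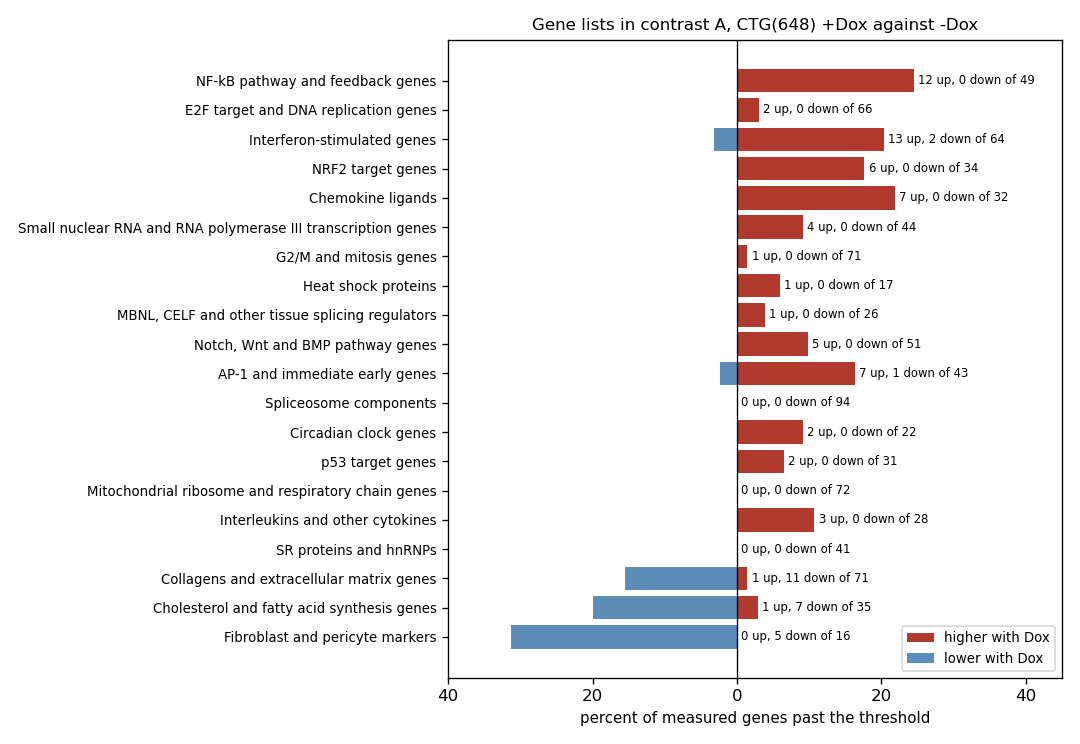
Percent of the measured genes of a list past the threshold in contrast A before removal, for the 20 lists that passed the camera test with the preset correlation. Bars to the right are genes higher with Dox and bars to the left genes lower with Dox. Of 49 NF-κB genes 12 are higher, and of 71 extracellular matrix genes 11 are lower.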

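Of 32 chemokine ligands, 7 rose with Dox in MIO-M1-CTG(648) cells and none fell, also when adjusted over the list alone; 6 were left after removal. CCL2, which attracts monocytes, rose from 9.94 ± 0.54 to 12.11 ± 0.07 (SD, n = 3), a log2 fold change of 2.17 (standard error 0.25, adjusted p = 0.00108), and CXCL1, which attracts neutrophils, rose by 0.64 (adjusted p = 0.159). The list passed the camera test (adjusted p = 5.16e-08), and it passed again with an estimated correlation (adjusted p = 0.00625 with an estimated correlation). In contrast B, 7 were higher and 1 lower (8 and 1 when adjusted over the list alone; 3 and 0 after removal), and the list passed (adjusted p = 0.00061; adjusted p = 0.0696 with an estimated correlation). Of 20 chemokine receptors, 1 rose, CCR4, by 1.47 (standard error 0.25, adjusted p = 0.0155), and the list did not pass (adjusted p = 0.738). The atypical receptor ACKR3 had -0.64 (adjusted p = 0.433), not past the threshold. Of the 8 measured genes that Table 3 lists for chemokine mediated signaling, 3 rose (3 also when adjusted over the list alone), CCL5, CCR4 and CXCL11. The others had log2 fold changes of 0.27 (GPR75), 0.39 (CXCR3), 0.24 (CCL17), 0.36 (CCL24) and 0.15 (CCR6), not past the threshold. Of the 8 measured genes of the KEGG chemokine pathway in that table, 5 rose (5 adjusted over the list alone), among them the phospholipase C gene PLCB4 (1.39, adjusted p = 0.00618). The study chose the lists of that table on these samples, so their counts are not independent evidence.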

For cellular component category, the spliceosomal complex was overrepresented (Table 3, GSEA Resource/CC category). Similarly, the most enriched molecular function was the chemokine receptor binding (Table 3, GSEA Resource/MF category). 

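Of 94 spliceosome components, 0 passed the threshold in limma in contrast A and 1 in the methods' t-test. At an unadjusted p under 0.05, 7 were higher and 1 lower (18 and 0 in the methods' t-test), and 0 passed when adjusted over the list alone. The log2 fold change was above 0 in 79 of them, with a median of 0.14. The RNA-binding protein RBM25 had 0.56 (standard error 0.18, adjusted p = 0.319) and the branch point binding protein SF1 -0.72 (standard error 0.29, adjusted p = 0.491). By camera the list passed (adjusted p = 3.45e-05) with the preset correlation only (adjusted p = 0.454 with an estimated correlation). Of the 9 spliceosomal complex genes that Table 3 lists, 0 passed in limma, also when adjusted over the list alone, 1 passed in the methods' t-test, and 6 were higher at an unadjusted p under 0.05 (7 in the methods' t-test). All 9 had a log2 fold change above 0, with a median of 0.44, from 0.31 for LUC7L and 0.33 for AQR to 0.53 for BUD31 and 0.59 for SNRPB. These genes were picked by the study from the same arrays and are not independent evidence. Of 41 SR proteins and hnRNPs, which steer the choice of splice sites, 0 passed in limma, in the methods' t-test or when adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05 (10 in the methods' t-test), with a median of 0.09 (adjusted p = 0.00563 from camera, adjusted p = 0.454 with an estimated correlation). Of 26 MBNL, CELF and other tissue splicing regulators, 1 rose, ESRP1 (0.69, adjusted p = 0.219), and 0 when adjusted over the list alone; this list passed (adjusted p = 0.00563) with the preset correlation only (adjusted p = 0.0952 with an estimated correlation).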

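The chemokine receptor binding genes of Table 3 are CCL5, CXCL10 and CXCL11, which are ligands. All 3 rose with Dox in MIO-M1-CTG(648) cells, also when adjusted over the list alone, with a median log2 fold change of 2.66. The study chose them on these samples, so the count is not independent evidence. Their mean signal was 5.33 in Dox-induced MIO-M1-CTG(0) cells, 6.28 in non-induced and 8.72 in Dox-induced MIO-M1-CTG(648) cells.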

The list of the most enriched gene set and processes revealed by GSEA, DAVID, and KPA tools is showed in Table 3. Remarkably, GO enrichment analysis highlighted immune response-related processes in MIO-M1-CTG(648) Dox-induced cells. 

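Of the 14 inflammatory response genes that Table 3 lists from DAVID, 13 rose and 1 fell with Dox in MIO-M1-CTG(648) cells (13 and 1 when adjusted over the list alone), with a median log2 fold change of 2.34. The gene that fell was C3AR1, the receptor of the complement fragment C3a (-0.96, standard error 0.20, adjusted p = 0.0578). In contrast B, 13 were higher and 1 lower before removal, and 10 and 1 after it. Of its 9 cytokine receptor interaction genes, 7 rose and 1 fell (8 and 1 when adjusted over the list alone). The interleukin receptor subunit IL2RG rose by 1.30 (adjusted p = 0.0367), the growth hormone receptor GHR fell by 0.93 (adjusted p = 0.0765), and the interferon gene IFNA14 had 0.84 (adjusted p = 0.279), not past the threshold. Of its 16 extracellular space genes, 9 rose and 4 fell (10 and 5 when adjusted over the list alone; 9 and 3 after removal; 10 rose and 4 fell on the probe sets the paper lists), with a median of 0.93; among those that fell was APLN, the peptide ligand of the apelin receptor (-1.21, adjusted p = 0.0781). The study chose these lists on the same samples, so their counts are not independent evidence. IFNA14 passed in some alternatives, among them the fits of the 6 arrays of each contrast alone, while C3AR1 was not past the same threshold in the methods' t-test.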

Additional processes were also recognized, included the non-coding RNA (ncRNA) transcription, progression through the cell division cycle (G2/M Checkpoint), RNA splicing via transesterification reactions, and the spliceosome pathway (Figure S4).

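Of 44 genes for the transcription of small nuclear RNAs and by RNA polymerase III, 4 rose with Dox in MIO-M1-CTG(648) cells and none fell, also when adjusted over the list alone, with a median log2 fold change of 0.22. Beside SNAPC1 these were BRF2, a polymerase III initiation factor (1.01, adjusted p = 0.0986), and the Integrator subunits INTS12 and INTS6, both at 0.59 (adjusted p = 0.26 and 0.263). By camera the list passed (adjusted p = 6.2e-07) with the preset correlation only (adjusted p = 0.336 with an estimated correlation). Of 71 G2/M and mitosis genes, 1 rose, the mitotic kinesin KIF20B (0.61, standard error 0.16, adjusted p = 0.206), 0 passed when adjusted over the list alone, and 10 were higher at an unadjusted p under 0.05. The fold change was above 0 in 67 of the 71, with a median of 0.22 (adjusted p = 1.29e-09 from camera, adjusted p = 0.448 with an estimated correlation). The mean signal of these 71 genes was 12.47 in non-induced and 12.70 in Dox-induced MIO-M1-CTG(648) cells, and 12.64 and 12.52 in the same order in MIO-M1-CTG(0) cells.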

GO enrichment results were supported by findings obtained with MetaCore pathway analysis. 

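Of 27 genes of IL-1 and Toll-like receptor signaling, 2 rose with Dox in MIO-M1-CTG(648) cells and none fell, also when adjusted over the list alone. They were the transcription factor IRF1 and IRAK2, a kinase of the receptor complex (1.03, standard error 0.27, adjusted p = 0.189). The adaptor TICAM1 had 0.57 (adjusted p = 0.363) and the AP-1 subunit FOS -0.68 (adjusted p = 0.363), not past the threshold. The receptor IL1R1 had a signal of 10.36 ± 0.21 without and 10.01 ± 0.09 with Dox (SD, n = 3; log2 fold change -0.35, adjusted p = 0.677), and it was lower than in Dox-induced MIO-M1-CTG(0) cells by -1.80 (adjusted p = 4.01e-05). Between the non-induced lines it differed by -1.73, which removed it from contrast B. The median log2 fold change of the 27 genes was 0.13, and the list did not pass the camera test (adjusted p = 0.12). It passed without replicate 2 of the CTG(648) cells with Dox (adjusted p = 0.0202) and with the median over the probe sets of a gene (adjusted p = 0.0356). In contrast B, 18 of the 49 NF-κB pathway genes were higher and 3 lower before removal (22 and 5 when adjusted over the list alone), and 12 were higher and none lower after it. The list passed (adjusted p = 1.77e-05; adjusted p = 0.399 with an estimated correlation). TRAF1 differed by 3.19 and VCAM1, an adhesion molecule, by -4.33 (adjusted p = 1.58e-06 and 1.29e-06). Both were removed, as they also differed between the non-induced lines, by 1.28 and -4.58.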

The signal transduction NF-κB activation pathway and the immune response IL-1 signaling pathway were identified among the top 10 Pathway Maps (Figure 5A). IL-1 is a pro-inflammatory cytokine which activates a broad range of transcription factors, including IRF1 and NFκB, thus, inducing a spectrum of immune and inflammatory responses (Figure S5). Since IL-1 pathway positively regulates the expression of the chemokines *CXCL8 (IL-8*) and *CCL5* [46,47], we asked whether MIO-M1-CTG_(648)_ cells overexpressed these two chemokine transcripts upon Dox-induction. 

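CCL5, a chemokine that attracts T cells (chromosome 17, GRCh38 35871491 to 35880360), had array signals of 8.22 ± 0.30 without and 11.54 ± 0.13 with Dox in MIO-M1-CTG(648) cells (SD, n = 3), a log2 fold change of 3.32 (standard error 0.30, adjusted p = 0.000157). Its signal in Dox-induced MIO-M1-CTG(0) cells was 7.16 ± 0.53, a difference of 4.38 (adjusted p = 7.59e-07). It also differed between the non-induced lines by 1.29 (adjusted p = 0.0133), which removed it from contrast B. CXCL8, which attracts neutrophils (chromosome 4, 73740569 to 73743716), rose from 5.86 ± 0.59 to 8.70 ± 0.14 (SD, n = 3), a log2 fold change of 2.84 (standard error 0.28, adjusted p = 0.000316). Against Dox-induced MIO-M1-CTG(0) cells, at 6.46 ± 0.40, it was higher by 2.24 (adjusted p = 0.000166). All 3 Dox-induced MIO-M1-CTG(648) arrays had a higher signal of both genes than the arrays of either group they were compared with.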

As predicted, RT-qPCR experiments demonstrated up-regulated levels of *CCL5* and *CXCL8* in Dox-induced MIO-M1-CTG_(648)_ cells compared with non-induced MIO-M1-CTG_(648)_ and Dox-induced MIO-M1-CTG_(0)_ cells (Figure 5B), thus, confirming the microarray data (see Table 1). Subsequently, we performed a MetaCore network analysis to identify important transcription factors connected with the query genes in MIO-MI-CTG_(648)_ Dox-treated cells. This approach led us to identify numerous NFκB gene targets, including *CCL5*, *IL-8*, *TNFRSF9*, *CXCL10*, and interestingly, miR-222 and miR-448, two dysregulated miRNAs in MIO-MI-CTG_(648)_ Dox-treated cells (Figure 5C and Table 4).

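Of the 8 NF-κB target genes that Table 3 lists from GSEA, 5 rose with Dox in MIO-M1-CTG(648) cells (5 also when adjusted over the list alone), CCL5, TNFRSF9, CXCL10, RELB and NFKB2, with a median log2 fold change of 2.09 over the list; on the probe set the paper lists for BIRC3, that gene rose too, which makes 6. The study chose this list on the same samples, so the count is not independent evidence. The cyclin gene CCND2 had 0.35 (adjusted p = 0.866) and the Wnt ligand gene WNT10A 0.43 (adjusted p = 0.58), not past the threshold. MIR222 (chromosome X, GRCh38 45747015 to 45747124) had a signal of 4.21 ± 0.62 without and 5.57 ± 0.62 with Dox (SD, n = 3), a log2 fold change of 1.36 in contrast A and 1.51 in contrast B (standard error 0.36 in both, adjusted p = 0.206 and 0.0174). MIR448 (chromosome X, 114823454 to 114823564) went from 3.71 ± 0.18 to 2.95 ± 0.05, which is -0.76 in contrast A and -0.96 in contrast B (standard error 0.16 in both, adjusted p = 0.0688 and 0.0016). Both signals of MIR448 lay below the array medians of 4.24 to 4.32, so its change may lie within background. The signal of MIR222 without Dox also lay just below these medians. MIR222 left the threshold in contrast A without replicate 1 or 2 of non-induced (1.07 and 1.32) or of induced CTG(648) cells (1.05 and 1.36), and in contrast B without replicate 2 of induced CTG(0) (1.31) or replicate 1 of induced CTG(648) cells (1.20). It was not past the same threshold in the methods' t-test in either contrast, nor in contrast A from the 6 arrays alone.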

In addition to miR-222 and miR-448, we detected altered expression of miR-4288, miR-103a-1, miR-298, and miR-4310 in both contrasts A and B. To get insight into the possible function of these dysregulated miRNAs could have in MIO-M1-CTG_(648)_ Dox-induced cells, we first determined their transcript targets, filtered by nervous system expression, in the miRDB data base. 

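MIR4288 (chromosome 8, GRCh38 28505116 to 28505182) had the largest change of the microRNA genes of Table 4. Its signal rose with Dox in MIO-M1-CTG(648) cells from 4.93 ± 0.26 to 7.36 ± 0.60 (SD, n = 3), a log2 fold change of 2.43 in contrast A and 2.34 in contrast B (standard error 0.32 in both, adjusted p = 0.00274 and 0.00036). MIR298 (chromosome 20, 58818226 to 58818313) had 1.41 and 1.30 (adjusted p = 0.0138 and 0.00245). MIR103A1 (chromosome 5, 168560896 to 168560973) had 1.26 and 1.58 (adjusted p = 0.122 and 0.00372), and MIR103B1 on the opposite strand 0.94 and 0.73 (adjusted p = 0.0236 and 0.0129). MIR4310 (chromosome 15, 41866495 to 41866551) had 0.80, not past the threshold (adjusted p = 0.313), and 0.87 (adjusted p = 0.0422). Of the 6 microRNA genes that Table 4 names, 4 rose, 1 fell and MIR4310 was not past the threshold in contrast A (5 rose and 1 fell when adjusted over the 6 alone). MIR103B1, which that table does not name, was part of the list set beforehand. The study chose the 6 on these samples, so this is not independent evidence. Over the 7 genes of that list the mean signal was dim, 3.94 without and 5.00 with Dox in MIO-M1-CTG(648) cells. Array medians lay between 4.24 and 4.32. Of all 1506 microRNA genes measured, 14 rose and 6 fell in contrast A, while 9 rose and 2 fell with Dox in MIO-M1-CTG(0) cells. Of 26 genes of the microRNA processing machinery, 0 passed in limma or in the methods' t-test, 0 had an unadjusted p under 0.05 (1 in the methods' t-test, lower), and the list did not pass (adjusted p = 0.693); the exportin XPO5 had 0.24. MIR103A1 left the threshold in contrast A without replicate 2 of non-induced (1.09) or replicate 1 or 2 of induced CTG(648) cells (1.09 and 1.08). MIR4310 left it in contrast B in 8 of the 12 fits without 1 array, with values from 0.65 to 0.96, and reached it in contrast A in 1 of them. In the methods' t-test MIR4288 in contrast B, MIR298 in contrast A, MIR103A1 in both and MIR4310 in contrast B were not past the threshold. MIR4310 in contrast B was also not past it from the 6 arrays of the 2 groups alone.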

The list of targets was then subjected to GO enrichment analyses. Nervous system development was the most significantly enriched in the biological processes category (FDR 1.1 × 10^−68^), while synapse (FDR 1.1 × 10^−69^) and enzyme binding (FDR 1.1 × 10^−31^) were overrepresented in cellular component and molecular function categories, respectively (Figure S6). Then, to identify a functional relationship between altered miRNAs and the dysregulated genes identified in contrasts A and B, we performed GO enrichment with the individual lists of putative targets per miRNA. This approach led us to identify 30 miR-222 dysregulated targets in MIO-M1-CTG_(648)_ Dox-treated cells, which were enriched in processes including cytokine-mediated signaling pathway (Table 4 and Figure 6). 

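Of the 19 miR-222 targets that Table 4 gives as up-regulated, 17 rose and 1 fell with Dox in MIO-M1-CTG(648) cells (17 and 1 when adjusted over the list alone), with a median log2 fold change of 1.18. The gene that fell was KIF26B, and the 1 not past the threshold was BIRC3, which rose on the probe set the paper lists, so that 18 rose there. Of the 11 given as down-regulated all fell, also when adjusted over the list alone, with a median of -1.05, and 10 were left after removal. SCG5, a chaperone of secretory granules that is among them, had -1.62 in contrast A and -1.33 in contrast B in its brightest probe set (adjusted p = 0.00492 in contrast A). This probe set also differed between the non-induced lines, by 0.88, and was removed from contrast B. The 10 probe sets named SCG5 ranged from -2.52 to -0.23 in contrast A. In contrast B before removal, 17 of the targets given as up-regulated were higher and 1 lower, and all 11 of the others were lower; after it 16, 1 and 9 were left in the same order. These genes were taken by the study from its own differentially expressed genes, so the counts are not independent evidence.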

We determined 32 putative miR-103a-1 targets, involved in animal organ development and morphogenesis. miR-298 revealed to have 24 targets enriched in anatomical structure morphogenesis, among other biological processes. miR-4310 showed 18 targets, that were associated with Toll-like receptor signaling pathway and cytokine-mediated signaling pathway among other immune-related processes. 

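Of the miR-103a-1 targets of Table 4, the 18 given as up-regulated all rose with Dox in MIO-M1-CTG(648) cells (median log2 fold change 1.10), and 13 of the 14 given as down-regulated fell (14 when adjusted over the list alone, 12 after removal, median -1.13). Of the miR-298 targets, the 15 given as up-regulated all rose (median 1.36), and 8 of the 9 given as down-regulated fell (9 when adjusted over the list alone, median -1.36). Of the 11 miR-4310 targets given as up-regulated 9 rose, also when adjusted over the list alone (median 1.70); the others were BIRC3 and ITGAM, an integrin subunit named after its values were seen, and on the probe sets the paper lists all 11 rose. The 7 miR-4310 targets given as down-regulated all fell (median -1.21). The single gene not past the threshold in the lists of down-regulated miR-103a-1 and miR-298 targets was DCN. CD24, a cell surface glycoprotein among the miR-298 and miR-4310 targets, had -0.74 in contrast A and -1.35 in contrast B (adjusted p = 0.0765 in contrast A), and PSD3, an exchange factor of ARF6, had -0.92 and -1.13 (adjusted p = 0.224 in contrast A). In contrast B, all 14 and all 9 genes given as down-regulated for miR-103a-1 and miR-298 were lower before removal, and 13 and 8 after it. The study picked the lists from the genes it had called on these arrays, so the counts are not independent evidence.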

We finally found miR-448 to have 24 putative target genes, involved in cellular response to cytokine stimulus and response to cytokine (Table 4 and Figure 6). Collectively, our results suggest that some of the observed gene changes in MIO-M1-CTG_(648)_ cells are caused by miRNA dysregulation.

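All 19 miR-448 targets given as up-regulated in Table 4 rose with Dox in MIO-M1-CTG(648) cells, with a median log2 fold change of 1.13, and all 5 given as down-regulated fell, with a median of -0.93, both also when adjusted over the list alone. The mean signal of the 19 genes was 7.37 in Dox-induced MIO-M1-CTG(0) cells, and 7.48 without and 8.97 with Dox in MIO-M1-CTG(648) cells; that of the 5 genes was 12.99, 12.82 and 11.69 in the same order. As the study drew these targets from its own calls on the same samples, the counts are not independent evidence.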

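Table 4 gives 42 different genes as up-regulated and 15 as down-regulated targets of the microRNAs that the paper calls dysregulated, 1 of them in both sets. With Dox in MIO-M1-CTG(648) cells, 39 of the 42 rose, 1 fell and 2 were not past the threshold in the brightest probe set with 1 symbol (41 rose and 1 fell on the probe sets the paper lists), and 14 of the 15 fell, 13 of them after removal. In contrast B before removal, 39 of the 42 were higher and 1 lower, and all 15 of the others were lower; after it, 33 were higher and 1 lower, and 13 of the others were lower. The phosphatase DUSP4 rose by 0.98 in contrast A (adjusted p = 0.0187). SGIP1, an endocytic adaptor given as up-regulated, was higher by 2.32 between the Dox-induced lines, but also by 0.98 between the non-induced ones, and was removed from contrast B. The genes were chosen by the study for being dysregulated in these samples, so their directions are not independent evidence. From the targets found among the dysregulated genes, the paper proposes that microRNA dysregulation causes part of the gene changes in these cells. The counts do not test this proposal. In contrast A, MIR222, MIR103A1 and MIR298 rose, and most of their targets given as up-regulated rose too, while most of those given as down-regulated fell. The rises of MIR222 and MIR103A1 did not hold after Benjamini-Hochberg adjustment or in several fits without 1 array. None of these microRNA genes was past the same threshold in the methods' t-test in contrast A.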

## 4. Discussion

In this work we reported the generation of a new in vitro inducible model for DM1 based on MIO-M1 cells. These cells retain the functional and phenotypic features of Müller glia, including progenitor characteristics, electrophysiological response to glutamate and expression of the cell markers EGF-R, glutamate synthetase, and CRALB [31,48,49]; providing us an excellent biological tool to study the effects of the CTG expansion on glia physiology. The inducible DM1 MIO-M1 model established in this work recreated the RNA gain-of-function mechanism of the disease, exhibited global transcriptome changes, and, according to qPCR validation and GO enrichment analyses, presents inflammation pathway and immune response as major cellular impaired processes.

We demonstrated the stable incorporation of the transgene (Figure S1), and the specific expression of exogenous *DMPK* transcript in the inducible model (Figure 1A,B). Furthermore, by RNA-FISH experiments, we revealed the existence of abundant CUG RNA foci exclusively in the MIO-M1-CTG_(648)_ cells after Dox induction (Figure 1C). Notably, we observed dysregulation of the alternative splicing process of *MBNL1* and *MBNL2*, as well as co-localization of these splicing regulators with RNA foci in MIO-M1-CTG_(648)_ Dox-treated cells (Figure 2 and Figure S2). These results are in agreement with previous studies performed in cortical astrocytes of the DMSXL mouse and brain samples of affected humans [14,30]; demonstrating that in MIO-M1 DM1 cells, even lacking the *DMPK* genomic context, the CTG expansion is still able to recapitulate many molecular features of the disease, including splicing defects and accumulation of RNA foci colocalized with MBNL proteins. 

Identification of altered gene expression patterns in DM1, in both coding and non-coding genes, has gradually increased in the past few years [43,50,51]. This not only has increased complexity of the disease mechanism but has also raised the possibility of identifying biomarkers and design then novel therapeutic strategies [52]. Thus, we used our MIO-M1 DM1 cell model to explore effects of the DM1 mutation on global gene expression. By applying a microarray approach, we detected global transcriptome changes associated with the DM1 mutation (Figure 3). Comparative analysis revealed 316 and 790 differentially expressed genes in contrast A and contrast B, respectively. The difference in the total number of affected genes between both comparisons is likely due to a different insertion site of transgene in control [MIO-M1-CTG_(0)_] and mutant [MIO-M1-CTG_(648)_] cells. 

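Of the 3571 probe sets past the threshold between the Dox-induced lines, 2053 (57.5%) were also past it between the non-induced lines, 2034 of them in the same direction and 19 in the opposite one. In contrast A the probe sets shared with the Dox effect in MIO-M1-CTG(0) cells were 3.83%. With Dox, the differences between the lines included COL6A3 (-8.92, adjusted p = 6.02e-11), HAS2 (-2.21, adjusted p = 1.83e-05) and the receptor ACKR3 (2.41, adjusted p = 1.98e-05). The signal of COL6A3 was already near the array medians in non-induced MIO-M1-CTG(648) cells, so the size of its difference is uncertain. Of 71 collagens and other matrix genes, 10 were higher and 26 lower in Dox-induced MIO-M1-CTG(648) than in Dox-induced MIO-M1-CTG(0) cells before removal, and 2 and 10 after it. The paper proposes that the different insertion sites of the transgene account for the larger number of genes in contrast B.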

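In contrast A, 53.7% of the 627 probe sets past the threshold were higher with Dox and 46.3% lower. In contrast B, 56.6% of the 1518 were higher and 43.4% lower. This balance turned without replicate 2 of non-induced MIO-M1-CTG(648) cells in contrast A, with 250 higher and 255 lower (49.5% higher), and without replicate 3 of non-induced MIO-M1-CTG(0) cells in contrast B, with 853 and 860 (49.8%). Protein-coding genes made up 73.8% of contrast A and 75.0% of contrast B. Of all coding probe sets tested, 5.88% passed in contrast B, and of the non-coding ones 2.25%. Pseudogenes, the largest non-coding class, were split evenly in contrast A, 44 higher and 44 lower, and in contrast B as 135 higher and 79 lower.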

Despite of this fact, the proportion of up-regulated, down-regulated, coding and non-coding altered genes was fairly similar between these two contrasts (Figure 3). It is worth to note that a proportion of the most differentially events identified in both contrasts corresponded to the same genes, (see in Table 1: *CXCL10, TNFRSF9, CCL5, SCG2, MIR4288, PLEKHS1, TSPAN18*). 

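For these genes the change with Dox was also compared between the lines. The log2 fold change was larger in MIO-M1-CTG(648) than in MIO-M1-CTG(0) cells by 4.01 for TNFRSF9 (standard error 0.37, adjusted p = 0.000532), 3.09 for CCL5 (adjusted p = 0.00906), 2.48 for CXCL10 (adjusted p = 0.00318), 2.31 for SCG2 (adjusted p = 0.0071) and 2.24 for MIR4288 (adjusted p = 0.0648). It was more negative for TSPAN18, by -1.88 (adjusted p = 0.0421), and for PLEKHS1, by -1.78 (adjusted p = 0.0306). In MIO-M1-CTG(0) cells the changes of the genes with Dox were not past the threshold, for example -0.33 for TNFRSF9, 0.18 for CXCL10 and -0.25 for TSPAN18.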

More importantly, validation experiments of the selected transcripts by RT-qPCR supported the reliability of microarrays data (Table 2, and Figure 5). 

A major finding of this study is the abnormal transcript regulation of immune response mediators observed in the MIO-MI-CTG_(648)_ Dox-induced cells: the increased expression of *CXCL10 (*also known as *IP-10), TNFRSF9, TNFAIP3* (or *A20*)*, CXCL8 (IL-8),* and *CCL5* (Table 2), as well as the enrichment of important pathways including the immune response IL-1 signaling pathway (Table 3 and Figure 5). 

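In the comparison of the lines' responses to Dox, 9 of the 49 NF-κB pathway genes had a more positive change in MIO-M1-CTG(648) cells, and the list passed the camera test (adjusted p = 9.55e-11) but not with an estimated correlation (adjusted p = 0.0731 with an estimated correlation). Of 32 chemokine ligands, 6 had a more positive change, and that list passed (adjusted p = 4.14e-06) also with an estimated correlation (adjusted p = 0.0173 with an estimated correlation). TNFAIP3, which restrains NF-κB signaling, had a difference in log2 fold change of 1.99 (standard error 0.25, adjusted p = 0.00548), and CXCL8 had 3.17 (standard error 0.40, adjusted p = 0.00548). Over the lists of NF-κB pathway, chemokine ligand, cytokine and interferon-stimulated genes, 35 genes rose with Dox in MIO-M1-CTG(648) cells. Between the non-induced lines, 11 of the 35 were lower and 7 higher in MIO-M1-CTG(648) cells. Of all 36176 probe sets, 1878 were lower and 1790 higher. The 35 were chosen for a rise over the same non-induced arrays, which by itself favours low values there. These counts alone therefore do not show a lower starting level of such genes. For TAP2, a peptide transporter of antigen presentation, the signal was 9.95 ± 0.13 without and 10.73 ± 0.18 with Dox in MIO-M1-CTG(648) cells, against 11.61 ± 0.26 and 11.34 ± 0.30 in MIO-M1-CTG(0) cells (SD, n = 3).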

In concordance with our results, a previous microarray study, performed in lens epithelial samples of DM1 patients with cataract, reported 382 significant changes with enrichment in both interferon (IFN)-regulated genes and genes associated with the innate immune response [53]. More recently, participation of IFN1 pathway to rescue impaired differentiation of congenital DM1 myoblast was described [54]. Likewise, a study in a *Zebra fish* model expressing 91 CUG repeats, reported an upregulation of *Sesn3*, a marker of inflammation implicated in some neurological disorders [55]. Immune response in DM1 has also been explored at systemic level: higher levels of the soluble tumor necrosis factor receptor 2 (sTNFR2), interleukin (IL) 1 beta (IL-1β), tumor necrosis factor-alpha (TNF-α), and IL-6, as well as decreased levels of IL-10 have been found in the plasma of patients, compared to healthy subjects. Overall, these studies have revealed significant association between pro-inflammatory cytokines and both DM1 disease severity and CTG expansion size [56,57,58]. In the light of this, and in conjunction with our transcriptome data, an active role of the inflammation and immune response pathway in MIO-M1 cells is highly conceivable. 

A pro-inflammatory cellular environment may contribute to the derangement of CNS function [59]. Consistent with this notion, several studies have linked CNS pathology with altered levels of chemokines: CXCL10 has been implicated with altered cognitive function [60,61], and neuroendocrine dysregulation [62]; furthermore, altered levels of CXCL8 were found to be associated with schizophrenia [63], and depression [64], as well as with structural brain abnormalities [65]. Finally, dysregulation of CCL5 has been linked with depression and neuroinflammatory processes in neurodegenerative conditions, such as Alzheimer (AD) and Parkinson’s (PD) diseases [66]. Deregulated release of chemokines by glia cells may impact on neuron-glia communication through the orchestration of a neuroinflammatory cross-talk [67]. It has been reported that chemokines like CCL5, may lead to an activated glia state that releases pro-inflammatory effectors including TNF-α and IL-1 β, which in turn induce chemokine overproduction [68,69]. In line with this, we identified the TNF-α pathway, the immune response to IL-1 signaling, and the chemokine mediated signaling pathway as the most enriched key pathways and biological processes in MIO-M1-CTG_(648)_ cells (Table 3, GSEA and KPA analyses). In addition, we found overexpression of *TNFRSF9* (Table 2 and Table 3), a member of the TNF receptor family that activates microglia cells, enhances cell adhesion, and promotes secretion of pro-inflammatory cytokines [70,71]. We also observed upregulation of *TNFAIP3* (Table 2 and Table 3), a critical mediator of microglia activation and synaptic function [72]. In concordance with these results, a previous study showed increased microglial expression related to a proinflammatory process in the *Mbnl2* knockout mice, an animal model that displays features of DM1 neuropathophysiology [73]. Collectively, these observations support the existence of a neuroinflammatory mechanism in the Dox-induced MIO-M1 CTG_(648)_ cells. 

Interestingly, GSEA analysis identified enrichment of the splicing processes in MIO-M1-CTG_(648)_ Dox-induced cells (see spliceosomal complex for cellular component category in Table 3 and RNA splicing via transesterification reactions in Figure S3), which is in agreement with the alternative splicing defect at *MBNL1/2* exon 7 (Figure 2). Moreover, cell cycle progression (G2/M checkpoint) was found enriched in our analyses (Figure S3). In concordance with this, Peng et al. demonstrated that CUG expansion led to accelerated cell cycling, which explains at least in part, the defective myocyte differentiation in DM1 [74]. 

Remarkably, GO analyses uncovered the NFκB transcription factor as a potential key regulator of inflammation processes in MIO-M1-CTG_(648)_ cells (see TFT and PaPM categories in Table 3, and Figure 5). As reported elsewhere, NFκB exerts important functions in cell cycle and survival, immune response and inflammation [75,76,77,78,79]. After activation by myriads of agents (mitogens, viruses, oxidative stress, lipopolysaccharide, and cytokines, etc.), NFκB regulates the expression of multiple of genes including cytokines and chemokines. Solid experimental evidence has indicated that NFκB upregulates the expression of IRF1 [80], IL8 [46,81], CCL5 [81], and CXCL10 [47,82]. Thus, the upregulated expression of the immune mediators *CXCL10, CCL5, CCXCL8,* and *TNFRSF9* could be explained by increased activation of transcription regulators such as *RELB, NFκB2*, and/or *IRF1* (Figure 5), whose RNA expression was found affected in Dox-induced MIO-M1-CTG_(648)_ cells (Tables S2 and S3: LogFC 1.26/contrast A, LogFC 1.31/contrast B for *RELB*; LogFC 0.84/contrast A, LogFC 0.60/ contrast B for *NFκB2*; and LogFC 0.88/contrast A, LogFC 0.62/contrast B for *IRF1*). 

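RELB, a subunit of NF-κB (chromosome 19, GRCh38 45001464 to 45038192), rose with Dox in MIO-M1-CTG(648) cells from 6.53 ± 0.37 to 9.11 ± 0.22 (SD, n = 3), a log2 fold change of 2.58 in contrast A and 2.65 in contrast B (standard error 0.21 in both, adjusted p = 4.87e-05 and 2.78e-06). NFKB2, the precursor of another subunit (chromosome 10, 102394110 to 102402529), rose from 10.08 ± 0.17 to 11.67 ± 0.03, with 1.59 and 1.12 (standard error 0.18 in both, adjusted p = 0.00108 and 0.00134). IRF1, a transcription factor of interferon signaling (chromosome 5, 132481609 to 132490773), rose from 7.92 ± 0.29 to 9.64 ± 0.33, with 1.72 and 1.22 (standard error 0.23 in both, adjusted p = 0.00294 and 0.00348). In MIO-M1-CTG(0) cells the changes with Dox were -0.27 for RELB, 0.06 for NFKB2 and -0.20 for IRF1, not past the threshold, and the response to Dox differed between the lines for all 3 genes (adjusted p = 0.00175, 0.0283 and 0.0283). IRF1 was not past the same threshold in the methods' t-test in contrast B.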

Several miRNAs have been found to be deregulated in tissues and cell models of DM1 [52,83,84,85]; however, studies in the CNS and particularly in glia cells are lacking. In this work, we detected dysregulated levels of six miRNAs in both in contrasts A and B (Table 4). None of these alterations, except for the miR-222 upregulation reported in skeletal muscle [86], has been previously reported in DM1. Functional consequences of these dysregulated miRNAs were evaluated by GO enrichment analysis of their respective targets. Such analysis revealed an involvement of the altered miRNAs in processes with relevance to CNS function, specifically in nervous system development (Figure S5). In line with this, miR-222 is associated with proliferation of neural stem cell, the development of retina [87], as well as with developing and maturation of the CNS [88]. On the other hand, the inhibition of miR-103a can inhibit the activation of astrocytes in hippocampus, improving thereby neuron damage [89]; furthermore, its low serum levels have been linked with cognitive impairment [90]. It is worth to note that dysregulated expression of miR-4288, miR-222, miR103, miR-298, and miR-448 found in our DM1 model is shared with other neurodegenerative conditions such as AD and Huntington’s disease (HD) [91,92,93,94,95]. 

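The targets of miR-4288 that Table 4 names are SYTL2, which acts in vesicle trafficking, and NRG2, a neuregulin ligand of ERBB receptors. The signal of SYTL2 rose with Dox in MIO-M1-CTG(648) cells from 10.97 ± 0.10 to 12.08 ± 0.18 (SD, n = 3), a log2 fold change of 1.11 in contrast A and 1.35 in contrast B (standard error 0.17 in both, adjusted p = 0.00957 and 0.000224). NRG2 rose from 6.34 ± 0.22 to 7.36 ± 0.25, with 1.02 and 1.32 (standard error 0.21 in both, adjusted p = 0.0672 and 0.0013). Both also passed when adjusted over the list alone; as targets that the study took from its calls, they are not independent evidence.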

Surprisingly, although miR-4288 showed the highest FC (2.79 contrast A/2.77 contrast B) in Dox-induced MIO-M1-CTG_(648)_ cells, we only recognized two targets within the dysregulated genes (Table 4). *CELF3* was identified as a miR-298 target, while *CELF5* and *CELF6* were both predicted as miR-448 targets. Interestingly, *MBNL1* was revealed as one of the predicted miR-4288 targets. Considering the central role playing by MBNL and CELF proteins in the DM1 pathogenic mechanism, further studies are required to explore the functional consequences of the indicated dysregulated miRNAs. 

As shown in Table 4, GO enrichment analysis of dysregulated miRNA targets suggested a miRNA-mediated regulation of the immune response in Dox-induce MIO-M1-CTG_(648)_ cells, mainly through, miR-222, miR-4310, and miR448 (Figure 6). Supporting this, it has been demonstrated that miR-222 directly activates NFκB [96], which in turn induce miR-222 expression [97], orchestrating a positive feedback loop. On the other hand, it has been reported the transcriptional suppression of miR-448 by NFκB [98]. These regulatory feedback loops may promote the increased expression of their predicted targets, namely, *TNFRSF9, CXCL8,* and *TNFAIP3* (Table 4), and ultimately induce the immune/inflammatory response in Dox-induced MIO-M1-CTG_(648)_ cells. The existence of multiple recognition sites for different miRNA on transcripts is well known [99]. Nonetheless, it is worth to note that miRNAs can also be regulated by target interactions in an intricate manner [100], meaning that transcript expression may be controlled at various levels.

Collectively, our findings strongly suggest the implication of the inflammatory pathway and the immune system response in the physiology of glial MIO-M1-CTG_(648)_ cells. The establishment of this glial DM1 cell model will be helpful to explore new mechanistic avenues that connect the glia with the CNS alterations of DM1 patients. Further functional experiments in MIO-M1-CTG_(648)_ cells as wells in animal models and/or brain human samples are required to strengthen the significance of our findings in the biology of DM1. 

## 5. Conclusions

We established an inducible glial cell model for DM1, the MIO-M1-CTG_(648)_ cells, which recapitulated the molecular hallmarks of the disease. The transcriptome alterations found in these cells open a new avenue for the study of glia as a contributor to the CNS symptoms of DM1, likely by the activation of a neuroinflammation processes throughout dysregulation of chemokines and immune meditators. Furthermore, our DM1 cell model might represent a valuable tool for the design of novel therapeutic approaches. 

## Figures and Tables

**Figure 1:**
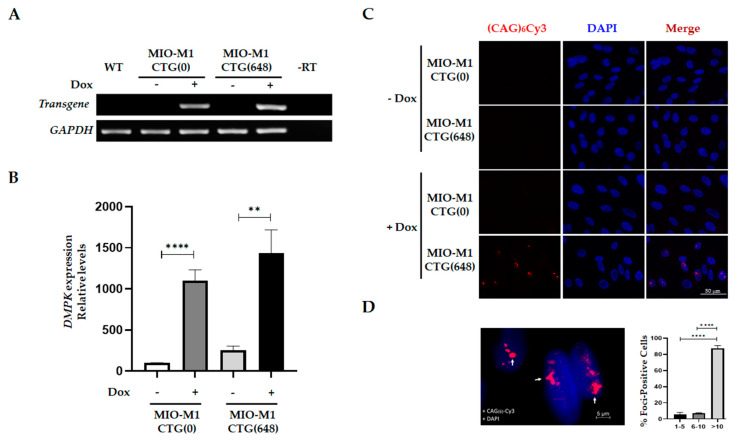
Inducible expression of mutant *DMPK* minigene elicits nuclear foci in MIO-M1-CTG_(648)_ cells. (**A**) Expression of exogenous *DMPK* minigene was analyzed by RT-PCR in MIO-M1-CTG_(0)_ and MIO-M1-CTG_(648)_ cells, before (-) and after (+) Dox (1 µg/mL) induction, using *GAPDH* as endogenous control. WT: RT-PCR using cDNA from MIO-M1 wild type cells, -RT: RT-PCR using cDNA prepared in absence of retro-transcriptase enzyme. (**B**) Quantification of *DMPK* expression indicates comparable levels of transgene between MIO-M1-CTG_(0)_ and MIO-M1-CTG_(648)_ cells after (+) Dox induction. Values are the mean ± SEM of three independent experiments, with significant differences determined by unpaired t-test, **** denotes *p* < 0.0001, ** denotes *p* < 0.005. (**C**) In situ hybridization of CUG repeats using a (CAG)_6_ Cy3 probe were carried out in MIO-M1-CTG_(0)_ and MIO-M1-CTG_(648)_ cells in absence (-Dox) and presence (+Dox) of doxycycline. Cells were counterstained with DAPI for nuclei visualization prior to being analyzed by confocal microscopy. Representative single typical optical Z-sections were selected to show the presence nuclear foci. (**D**) 15X magnification of representative MIO-M1-CTG_(648)_ cells cultured under Dox induction (left), and quantitation of foci-positive cells (right). Data in the graph are the mean ± SEM of triplicate experiments (*n* = 200 cells), **** denotes *p* < 0.0001.

**Figure 2:**
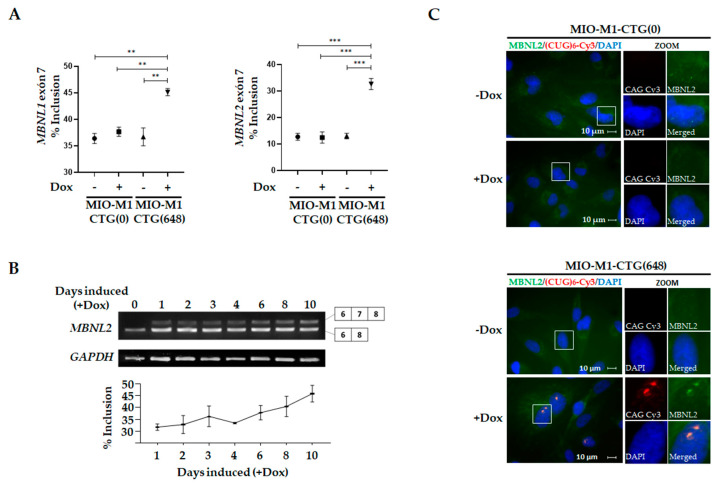
Alternative splicing of exon 7 in *MBNL1* and *MBNL2* mRNAs is dysregulated in MIO-M1-CTG_(648)_ cells. (**A**) The inclusion rate of *MBNL1* and *MBNL2* exon 7 was assessed by RT-PCR in MIO-M1-CTG_(0)_ cells and MIO-M1-CTG_(648)_ cells, before (-) and after (+) Dox (1 µg/mL) induction for 3 days. Data shown are means ± SEM of three independent experiments, with *p* values indicating significance differences (unpaired t-test), ** represents *p* < 0.005, *** denotes *p* < 0.0005. (**B**) *MBNL2* exon 7 inclusion increased progressively after Dox induction for the indicated number of days in MIO-M1-CTG_(648)_ cells. *GAPDH* expression was used as endogenous control (**C**) RNA FISH [CAG)6- Cy3] and immunofluorescence (MBNL2) showed colocalization of mutant RNA with MBNL2 exclusively in MIO-M1 CTG_(648)_ upon Dox induction (+Dox). Cells were counterstained with DAPI for nuclei visualization prior to being analyzed by confocal microscopy. 4.5X magnification (ZOOM) is showed for each condition. Representative single typical optical Z-sections were selected to show the presence nuclear foci.

**Figure 3:**
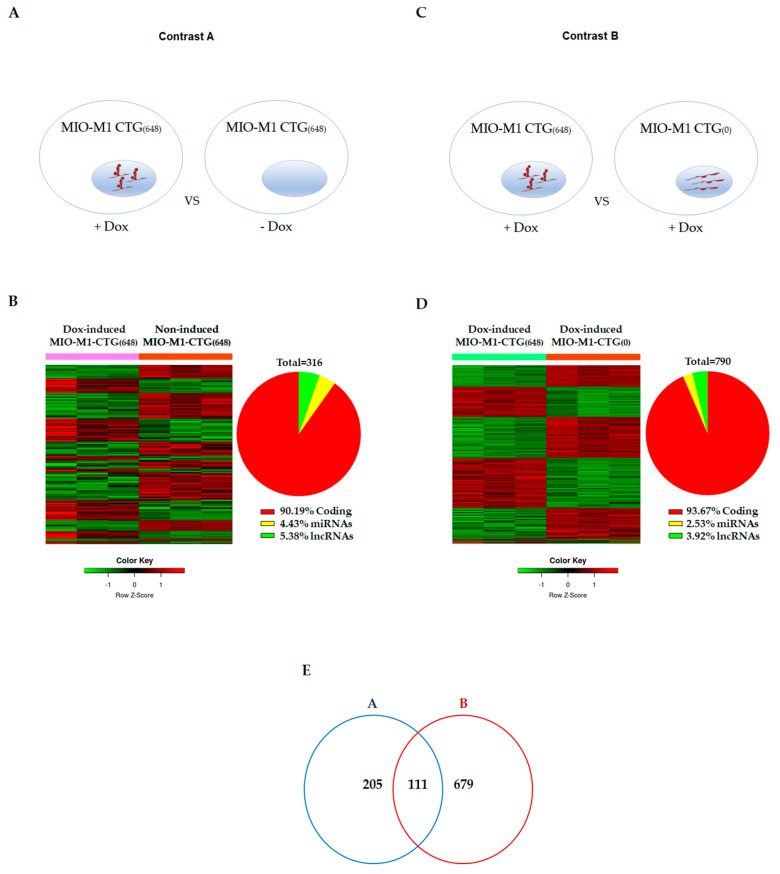
Transcriptome changes in MIO-M1-CTG_(648)_ cells expressing DM1 mutation. (**A**) Contrast A gene set was obtained by the comparison of profiles between MIO-M1-CTG_(648)_ Dox-treated (+Dox) cells vs MIO-M1-CTG_(648)_ non-induced (-Dox) cells. Gene changes caused by Dox treatment were first identified contrasting MIO-M1-CTG_(0)_ Dox-induced cells vs MIO-M1-CTG_(0)_ non-induced cell profiles, and then were discharged from this data set (**B**) Heat map representation (left) of the 187 up-regulated (red) and 129 down-regulated (green) genes from a total of 316 differentially expressed genes between MIO-M1 CTG_(648)_ cells with and without Dox-induction (contrast A). Pie chart (right) illustrates the percentage of coding and non-coding genes determined by this comparison. (**C**) Contrast B gene set was obtained by the comparison of profiles between MIO-M1-CTG_(648)_ Dox-treated cells vs MIO-M1-CTG_(0)_ Dox-induced cells (+Dox). Gene changes derived from gene insertion site were first identified contrasting gene profiles of MIO-M1-CTG_(648)_ vs MIO-M1-CTG_(0)_ both non-induced (-Dox) cells, and subsequently discharged from this data set. (**D**) Heat map (left) illustrating the 449 up-regulated (red) and 342 down-regulated (green) genes from a total of 790 gene changes between Dox-induced MIO-M1-CTG_(648)_ cells and Dox-induced MIO-M1-CTG_(0)_ cells (contrast B). Pie chart (right) showing the % of coding and non-coding genes revealed by this contrast. (**E**) Venn diagram showing overlapping (111) and non-overlapping (884) gene changes between contrast A and B.

**Figure 4:**
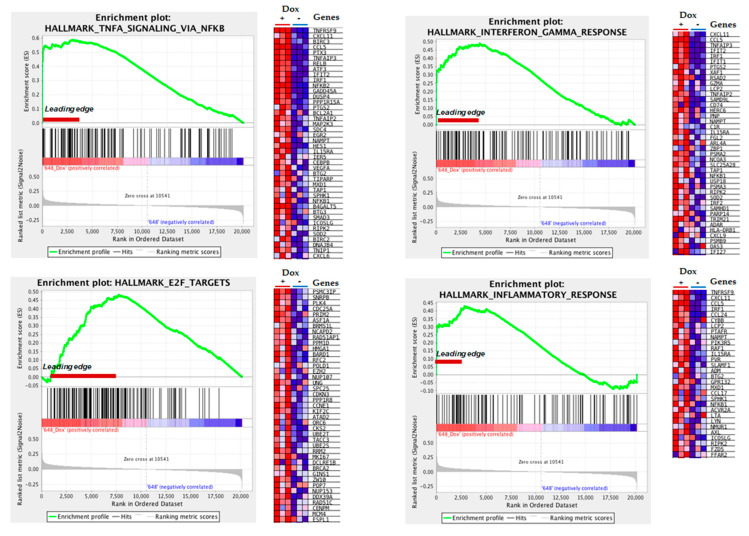
GSEA revealed inflammation altered processes associated with DM1 mutation in MIO-M1 cells. Enrichment plots of the four highly significant hallmark gene-sets are showed. Leading edge subset denote the more biologically important genes, which are showed in the corresponding heat map for Dox-induced MIO-M1 CTG_(648)_ cells (+Dox) and non-induced MIO-M1 CTG_(648)_ cells (−Dox) as control. Red: up-regulated, blue: down-regulated. Normalized enrichment score (NES) and false discovery rate (FDR) are indicated.

**Figure 5:**
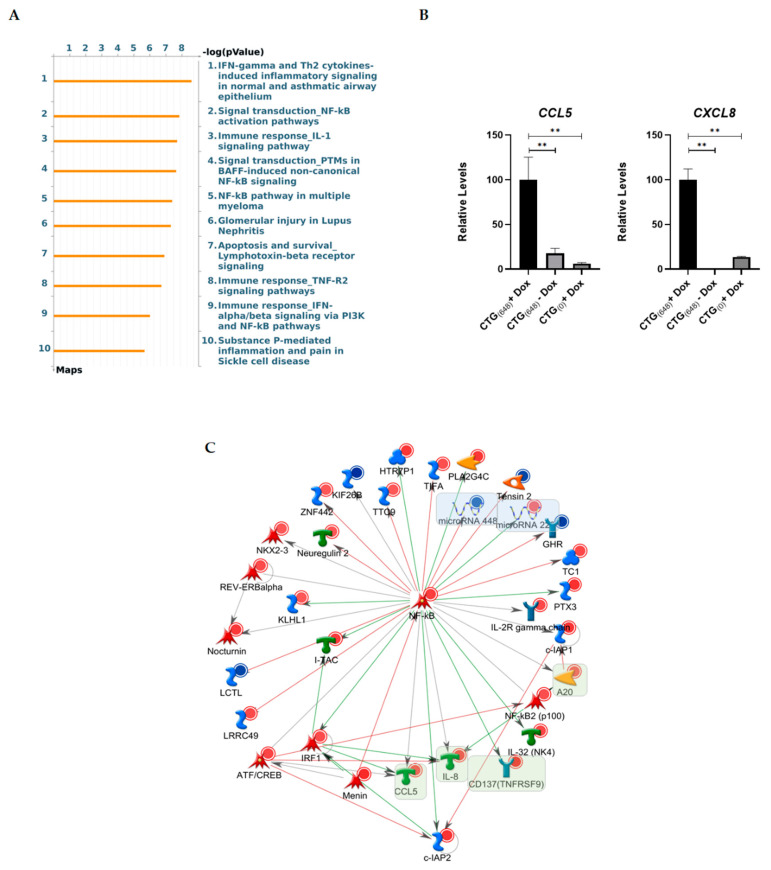
Functional enrichment analysis by MetaCore showed involvement of immune system pathways in MIO-M1-CTG_(648)_ cells (**A**). Top 10 enriched Pathway Maps sorted by statistical significance -log (*p* value) of the findings. (**B**) Up-regulation of *CCL5* and *CXCL8* (*IL-8*) were validated by TaqMan assays in Dox-induced MIO-M1-CTG_(648)_ cells. Data shown are means ± SEM from three independent experiments. Unpaired t-test was used to determine statistical significance. ** denotes *p* > 0.005 (**C**) Network analysis of dysregulated genes shows connection with NFκB transcription factor. *CCL5*, *CXCL8* (*IL-8)*, *TNFRSF9*, and *TNFAIP3* (*A20*), indicated in green boxes, are positively NFκB-regulated targets. miR-448 and miR-222, showed in blue rectangles, are negatively (red line) and positively (green line) NFκB-regulated targets, respectively.

**Figure 6:**
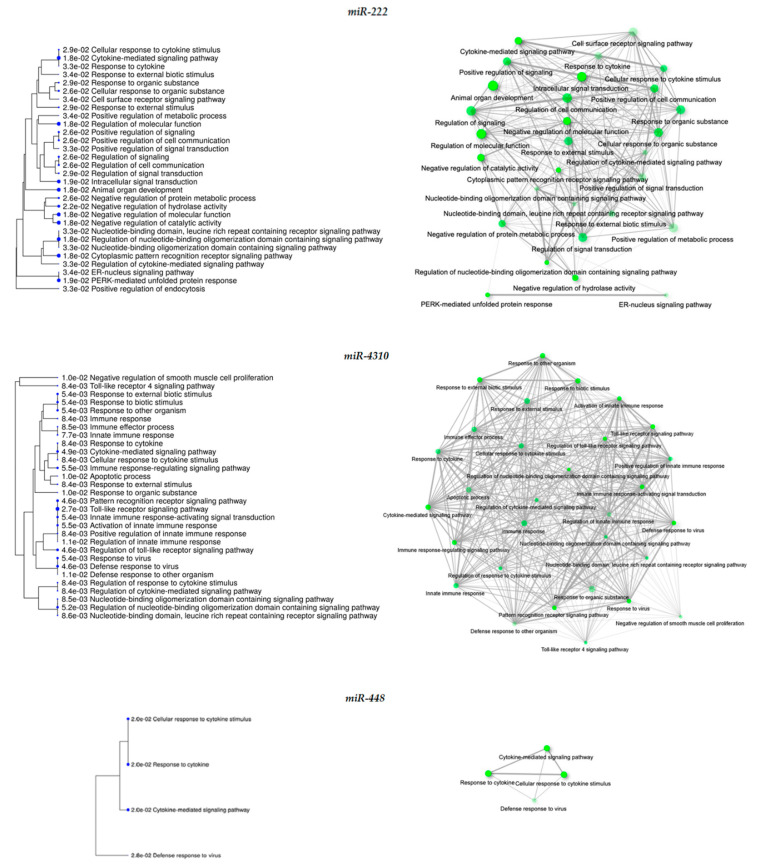
Enriched biological processes for the indicated dysregulated miRNA targets in MIO-M1-CTG_(648)_ Dox-induced cells. Hierarchical clustering trees (**left**), and network diagrams (**right**) were performed using ShinyGO server. Nodes (circles) on networks, denote enriched processes; lines denote interactions among genes that are common between processes.

**Table 1:** List of the most up and down (-) differentially expressed genes in contrast A and B.

Contrast A			Contrast B		
Gene Symbol	Fold Change	*p* Value	Gene Symbol	Fold Change	*p* Value
*CXCL10*	4.66	4.49 × 10^−9^	*CXCL10*	9.19	6.24 × 10^−11^
*TNFRSF9*	4.63	2.51 × 10^−8^	*CCL5*	5.04	1.86 × 10^−7^
*CXCL8*	3.44	1.51 × 10^−6^	*SCG2*	4.32	3.26 × 10^−8^
*CCL5*	3.10	8.12 × 10^−6^	*TNFRSF9*	4.12	6.13 × 10^−8^
*SCG2*	3.10	7.30 × 10^−7^	*ATF3*	3.82	1.61 × 10^−7^
*PTX3*	2.79	1.47 × 10^−6^	*CXCL11*	3.35	1.21 × 10^−5^
*MIR4288*	2.78	1.43 × 10^−5^	*RFPL4AL1*	2.93	1.57 × 10^−3^
*BIRC3*	2.68	6.22 × 10^−6^	*PLA2G4C*	2.84	1.59 × 10^−7^
*PLA2G4C*	2.59	4.50 × 10^−7^	*LINC00707*	2.78	5.88 × 10^−6^
*HTR7P1*	2.58	2.53 × 10^−6^	*MIR4288*	2.76	1.53 × 10^−5^
*HHAT*	−1.56	6.74 × 10^−3^	*LINC00673*	−2.04	1.03 × 10^−6^
*SCD*	−1.66	9.01 × 10^−4^	*PLEKHS1*	−2.06	8.13 × 10^−6^
*PLXDC1*	−1.66	5.11 × 10^−5^	*LRMDA*	−2.07	1.47 × 10^−5^
*C3AR1*	−1.74	9.89 × 10^−5^	*PLXDC1*	−2.10	1.14 × 10^−6^
*KIF26B*	−1.76	3.89 × 10^−4^	*TSPAN18*	−2.12	1.36 × 10^−5^
*APLN*	−1.77	1.68 × 10^−4^	*SV2A*	−2.25	5.14 × 10^−7^
*SCG5*	−1.79	4.25 × 10^−5^	*APLN*	−2.28	4.76 × 10^−6^
*DCN*	−2.02	3.28 × 10^−3^	*COL11A1*	−2.59	8.67 × 10^−7^
*PLEKHS1*	−2.12	5.69 × 10^−6^	*KIF26B*	−2.74	1.63 × 10^−6^
*TSPAN18*	−2.27	5.60 × 10^−8^	*DCN*	−3.28	4.51 × 10^−5^

**Table 2:** Gene expression by RT-qPCR and microarray of selected genes.

Gene	Contrast A		Contrast B	
	FC RT-qPCR	FC MA	FC RT-qPCR	FC MA
*CXCL10*	25.2 (1.0 × 10^−4^)	4.66 (4.4 × 10^−9^)	228.2 (1.0 × 10^−4^)	9.19 (6.2 × 10^−11^)
*TNFRSF9*	11.7 (2.1 × 10^−3^)	4.63 (2.5 × 10^−8^)	10.2 (2.4 × 10^−3^)	4.12 (6.1 × 10^−8^)
*TNFAIP3*	4.1 (1.7 × 10^−2^)	2.53 (1.6 × 10^−7^)	2.2 (4.0 × 10^−2^)	1.97 (4.8 × 10^−6^)
*PLXDC1*	−5.8 (9.8 × 10^−3^)	−1.66 (5.1 × 10^−5^)	−2.4 (3.3 × 10^−2^)	−2.10 (1.1 × 10^−6^)
*TSPAN18*	−4.1 (1.0 × 10^−4^)	−2.27 (5.6 × 10^−6^)	−2.3 (2.3 × 10^−2^)	−2.12 (1.3 × 10^−5^)

FC = Fold change; MA = Microarray. Negative values mean down regulation. *p* values are showed in parenthesis.

**Table 3:** List of the most enriched ontology processes and pathways in MIO-M1CTG_(648)_ cells.

Resource	Category	Name	Genes		
				**Size**	**NES**
**GSEA**	H	TNF-α signaling pathway	*TNFRSF9, CXCL11, BRIC3, CCL5, PTX3, TNFAIP3, RELB, ATF3, IFIT2, IRF1, NFKB2*	131	2.43
	BP	Chemokine mediated signaling pathway	*CCR4, CXCL11, CCL5, CCL24, GPR75, MPL, CXCR3, CCL17, CCR6*	25	2.30
	CC	Spliceosomal complex	*PRPF39, SNRPB, SNRNP48, XAB2, PTBP2, ARSR2, LUC7L, BUD31, AQR, ZCCHC8*	137	1.91
	MF	Chemokine receptor binding	*CXCL10, CXCL11, CCL5*	24	2.02
	TFT	GGGNNTTTCC_NFκB_Q6_01	*CXCL10, TNFRSF9, BIRC3, CCL5, RELB, NFKB2, WNT10A, POUF2F3, CCND2*	85	2.09
	KP	Chemokine signaling pathway	*CCR4, CXCL10, CXCL11, CCL5, PLCB4, TIAM1HCK, ADCY4, PIK3R5, RAF1, PIK3CD*	118	1.89
				**%**	***p*** **val**
**DAVID**	BP	Inflammatory response	*CCL5, CXCL10, CCR4, CXCL11, CXCL8, RELB, TNFAIP3, TNFRSF9, C3AR1, IRGM, NFKB2, PTX3, PLA2G4C, SCG2*	12.1	2.9 × 10^−7^
	CC	Extracellular space	*CCL5, CXCL11, CXCL8, TNFRSF9, APLN, CST7, DCN, GHR, ITGAM, IFNA14, IL32, NRG2, PTX3, PLXDC1, SCG2, SERPIND1*	16.0	1.3 × 10^−3^
	MF	RNA Pol II regulatory region sequence-specific	*RELB, SOX13, ATF3, DLX2, NR1D1*	4.7	1.9 × 10^−2^
	KP	Cytokine-cytokine receptor interaction	*CCL5, CCR4, CXCL10, CXCL11, CXCL8, TNFRSF9, GHR, IFNA14, IL2RG*	7.5	7.9 × 10^−4^
**KPA**				**KH** ***p* val**	**Union** ***p* val**
	KPM	Immune response IL-1 signaling pathway	*CXCL8, CCL5, CXCL10, MAP3K14, MAPK14, JNK, IRAK1, RELA, IRF1, MAP3K8, NFKB2, CIAP2, IFNB.*	2.9 × 10^−7^	1.1 × 10^−12^
	PaPM	NF-kB pathway in multiple myeloma	*CIAP2, MAP3K14, IKKA, NFKB2, RELB, CYLD, IKB*	1.5 × 10^−4^	5.0 × 10^−9^
	PhPM	Immune response TNFR2 signaling pathways	*IKKA, RELA, TRAF1, IKB, NFKB, CIAP2, MAP3K14, IKKA, NFKB2, RELB, MAPK8-10, BCL-XL, C-JUN*	7.3 × 10^−7^	4.7 × 10^−11^

Categories: H = Hallmark, BP = Biological Process, CC = Cellular Component, MF = Molecular Function, TFT = Transcription Factor Targets, KP = KEGG Pathway, KPM = Key Pathway Maps, PaPM = Pathological Pathway Maps, PhPM = Physiological Pathway Maps. NES = Normalized Enrichment Score, KH = Key Hubs.

**Table 4:** Enriched ontology processes of predicted targets for dysregulated miRNAs in MIO-M1-CTG_(648)_ cells.

miRNA	FC	Target Genes	Biological Process	FDR
**miR-4288**	2.79	Up-regulated: *SYTL2, NRG2*	Not determined	-
**miR-222**	2.37	Up-regulated: *ATF3, BAMBI, BIRC3, CXCL11, IFIT2, IL2RG, KIF26B, KLHL1, LRRC49, PPP1R15A, PTX3, SERPIND1, SH3RF2, SNAPC1, SOX13, TUFA, TNFAIP3, TTC9, TUF1*	Cytokine-mediated signaling pathway Cytoplasmic pattern recognition receptor signaling pathway Regulation of molecular function Negative regulation of catalytic activity Intracellular signal transduction	1.8 × 10^−2^ 1.8 × 10^−2^ 1.8 × 10^−2^ 1.8 × 10^−2^ 1.9 × 10^−2^
		Down-regulated: *APLN, CD24, COL11A1, GHR, HHAT, PLEKHS1, PLXDC1, PSD3, SCG5, SV2A, SCD*		
**miR-103a1**	2.04	Up-regulated: *ATF3, CSRNP1, CYHR1, DLX2, DUSP4, HSPA4L, IRF1, MYLK3, PLA2G4C, PTX3, SERPIND1, SH3RF2, SYTL2, TIFA, TMEM45B, TNFAIP3, TTC9, TUFT1*	Animal organ development Animal organ morphogenesis Skeletal system morphogenesis Skeletal system development Anatomical structure morphogenesis Regulation of signal transduction	1.3 × 10^−3^ 3.9 × 10^−3^ 4.0 × 10^−3^ 1.3 × 10^−2^ 1.6 × 10^−2^ 1.9 × 10^−2^
		Down-regulated: *APLN, CD24, COL11A1, DCN, EYA1, GHR, HHAT, KIF26B, PLEKHS1, PLXDC1, PSD3, SCD, SV2A, TSPAN18*		
**miR-298**	1.91	Up-regulated: *BAMBI, CCL5, CSRNP1, DUSP4, HSPA4L, KLHL1, MYLK3, NR1D1, PLCB4, SCG2, SNAPC1, SOX13, SYTL5, TNFAIP3, TUFT1*	Anatomical structure morphogenesis Negative regulation of signal transduction Regulation of cell communication Regulation of signaling Regulation of chronic inflammatory response	2.8 × 10^−3^ 2.8 × 10^−3^ 2.8 × 10^−3^ 2.8 × 10^−3^ 2.8 × 10^−3^
		Down-regulated: *APLN, CD24, DCN, GHR, PLXDC1, PSD3, SCD, SCG5, TSPAN18*		
**miR-4310**	1.48	Up-regulated: *ATF3, BIRC3, IFIT2, IRF1, ITGAM, KCTD16, PTX3, SNAPC1, SYTL5, TNFAIP3, TTC9*	Toll-like receptor signaling pathway Cytokine-mediated signaling pathway Activation of innate immune response Cellular response to cytokine stimulus	2.7 × 10^−3^ 4.9 × 10^−3^ 5.5 × 10^−3^ 8.4 × 10^−3^
		Down-regulated: *APLN, CD24, PLEKHS1, PLXDC1, PSD3, SCD, SV2A*		
**miR-448**	−1.43	Up-regulated: *CXCL8, DHRS2, HSPA4L, IFIT2, IRF1 TNFRSF9, KCTD16, LRRC49, MYLK3, NRG2, PLCB4, SGIP1, SH3RF2, SNAPC1, SOX13, TNFAIP3, TTC9, TUFT1, ZNF620*	Cellular response to cytokine stimulus Response to cytokine Cytokine-mediate signaling pathway Defense response to virus	2.0 × 10^−2^ 2.0 × 10^−2^ 2.0 × 10^−2^ 2.8 × 10^−2^
		Down-regulated: *EYA1, GHR, PSD, SCD3, SCG5*		

FC = Fold change. Negative value (-) mean down regulation.

## Data Availability

The microarray data of this study are available in NCBI’s Gene Expression Omnibus database (GSE164057).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-273X/11/2/159/s1. Figure S1: Generation of cell model and genotyping. Figure S2: *MBNL1/2* splicing defects and MBNL1 colocalization with RNA foci. Figure S3: RT-qPCR validation of microarray gene expression analysis. Figure S4: GSEA of non-immune related enriched pathways in Dox-induced MIO-M1-CTG_(648)_ cells. Figure S5: Immune response IL-1 signaling pathway regulates numerous cell functions potentially altered in Dox-induced MIO-M1-CTG_(648)_ cells. Figure S6: GO enrichment analysis of dysregulated miRNA targets, filtered by brain tissue. Table S1: Sequences of primers used in RT-PCR assays. Table S2: Overlapping dysregulated genes detected in contrast A. Table S3: Overlapping dysregulated genes detected in contrast B.

# Supplementary material for: Transcriptome Analysis Reveals Altered Inflammatory Pathway in an Inducible Glial Cell Model of Myotonic Dystrophy Type 1
**Source:** Biomolecules. 2021 Jan 26;11(2):159. doi: 10.3390/biom11020159
**Supplement:** Supplementary file 1

Supplementary Figures and Tables

Transcriptome analysis reveals altered inflammatory pathway in an inducible glial cell model of myotonic dystrophy type 1

Cuauhtli N. Azotla-Vilchis ^{1,2}, Daniel Sanchez-Celis ^{1,2}, Luis E. Agonizantes-Juárez ^{1,3}, Rocío Suárez-Sánchez ¹, J. Manuel Hernández-Hernández ², Jorge Peña ^{4,5}, Karla Vázquez-Santillán ⁶, Norberto Leyva-García ¹, Arturo Ortega ⁷, Vilma Maldonado ⁶, Claudia Rangel ⁴, Jonathan J. Magaña ^{1,8}, Bulmaro Cisneros ² and Oscar Hernández-Hernández ^{1,*}

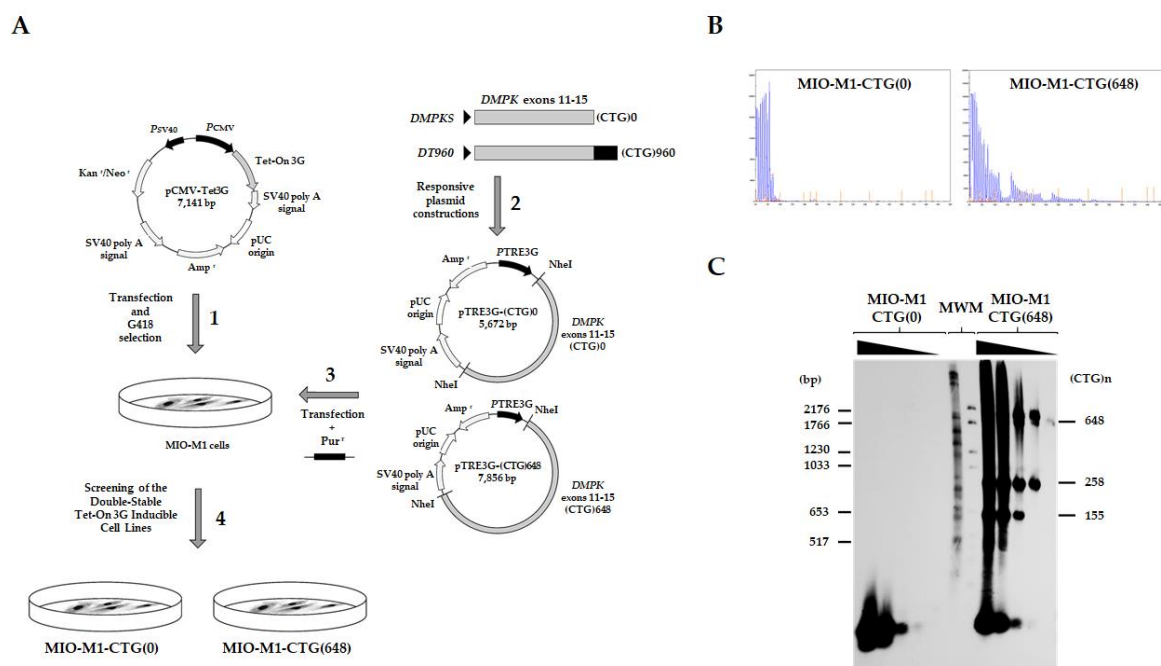

Figure S1. Generation of cell model and genotyping. **(A)**. Regulatory pCMV-Tet3G plasmid encoding trans activator was stably transfected into MIO-M1 cells which were subjected to G418 selection (1). In parallel, *DMPK* minigenes carrying 960 or 0 CTG repeats, were cloned into the *NheI* site of pTRE3G responsive plasmid (2). Each responsive plasmid was transfected into the MIO-M1 cells expressing trans activator and cultured under the presence of puromycin (3). After expansion and screening (4) MIO-M1-CTG₍₀₎ and MIO-M1-CTG₍₆₄₈₎ were established. **(B)** Electropherograms of PCR products for amplifications of the CTG repeat region of the *DMPK* gene using DNA from MIO-M1-CTG₍₀₎ and MIO-M1-CTG₍₆₄₈₎ cells. **(C)** SP-PCR performed with serial dilutions of DNA obtained from MIO-M1-CTG₍₀₎ and MIO-M1-CTG₍₆₄₈₎ cells. Signal at the bottom of gels corresponds to normal alleles. PCR products carrying CTG expansion, corresponding with a 648 CTG tract, were detected only in MIO-M1-CTG₍₆₄₈₎ cells.

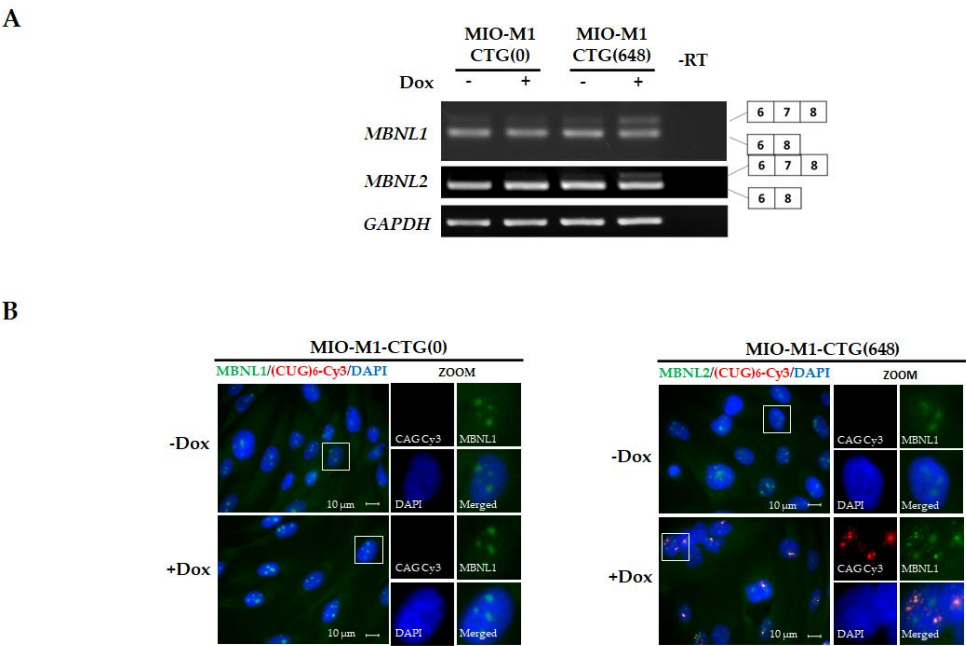

Figure S2: *MBNL1/2* splicing defects and *MBNL1* colocalization with RNA foci. (A) Representative RT-PCR splicing analysis of *MBNL1* and *MBNL2* exon 7 in MIO-M1-CTG₍₀₎ and MIO-M1-CTG₍₆₄₈₎ cells before (-) and after (+) dox induction. (B) RNA FISH [(CAG)₆-Cy3] and immunofluorescence (*MBNL1*) showed colocalization of mutant RNA with *MBNL1* exclusively in MIO-M1-CTG₍₆₄₈₎ upon dox induction (+Dox). Cells were counterstained with DAPI for nuclei visualization prior to being analyzed by confocal microscopy. 4.5X magnification (ZOOM) is showed for each condition.

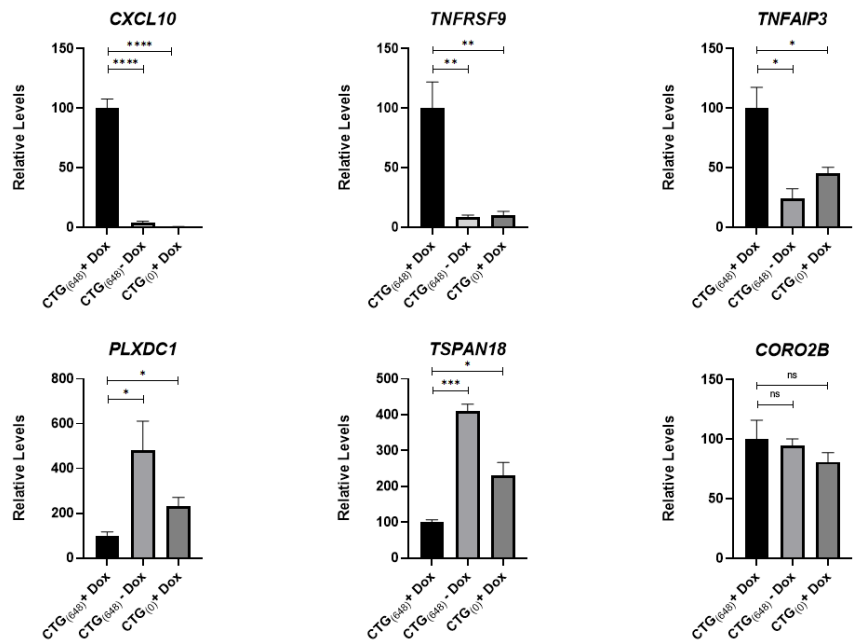

Figure S3. RT-qPCR validation of microarray gene expression analysis. Graphs are presented as the mean $\pm$ SEM of normalized expression values of three independent experiments, with p values indicating significance differences (unpaired t-test), *denotes $p > 0.05$, **denotes $p < 0.005$, ***denotes $p < 0.0005$. n.s. not significant.

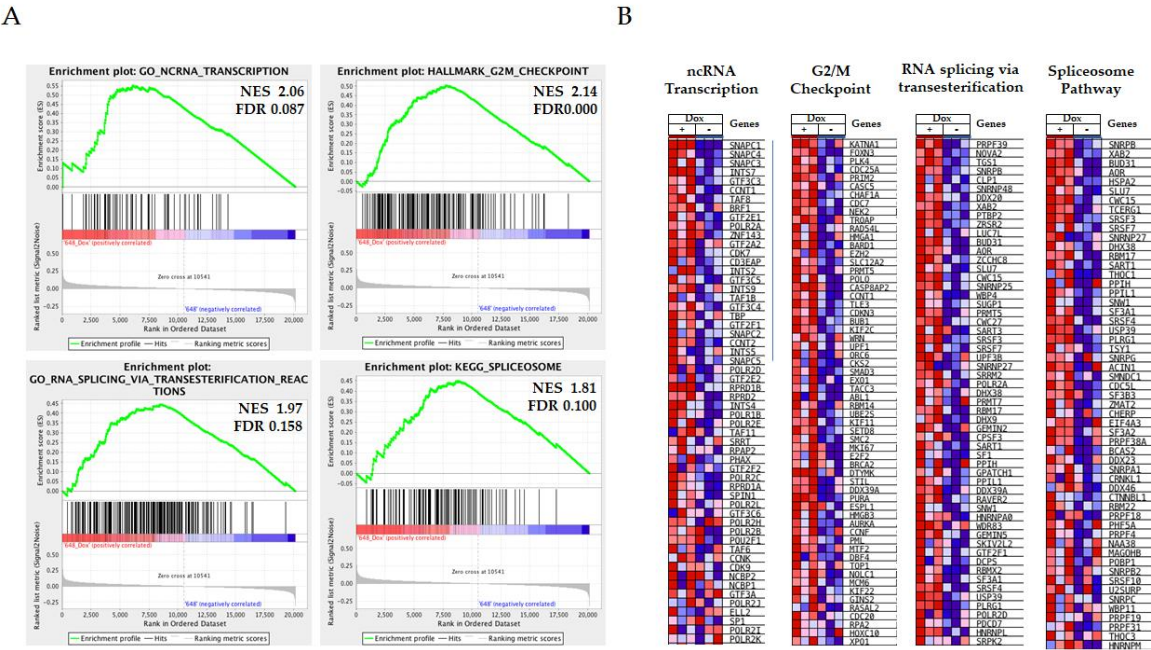

Figure S4. GSEA of non-immune related enriched pathways in Dox-induced MIO-M1-CTG₍₆₄₈₎ cells. Enrichment plots of four highly significant enriched pathways are showed. Leading edge subset denote the more biologically important genes, which are showed in the corresponding heat map for Dox-induced MIO-M1 CTG₍₆₄₈₎ cells (+ Dox) and non-induced MIO-M1 CTG₍₆₄₈₎ cells (- Dox) as control. Red: up-regulated, blue: down-regulated. Normalized enrichment score (NES) and false discovery rate (FDR) are indicated.

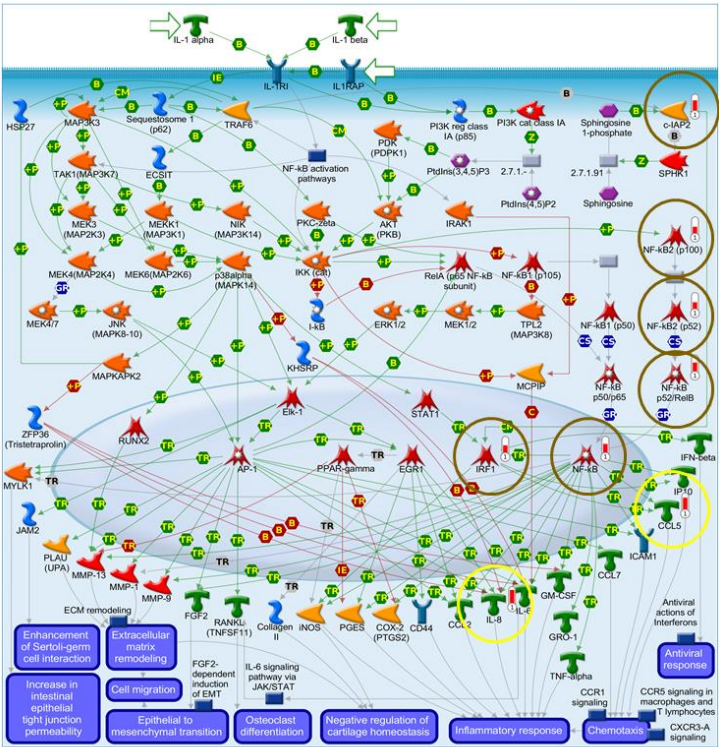

Figure S5. Immune response IL-1 signaling pathway regulates numerous cell functions (blue rectangles) potentially altered in MIO-M1-CTG⁽⁶⁴⁸⁾ cells. Altered genes detected by microarrays are highlighted in brown circles. Some of the RT-qPCR validated targets of this pathway (*CXCL10*, *CCL5* and *CXCL8*), are indicated in yellow circles.

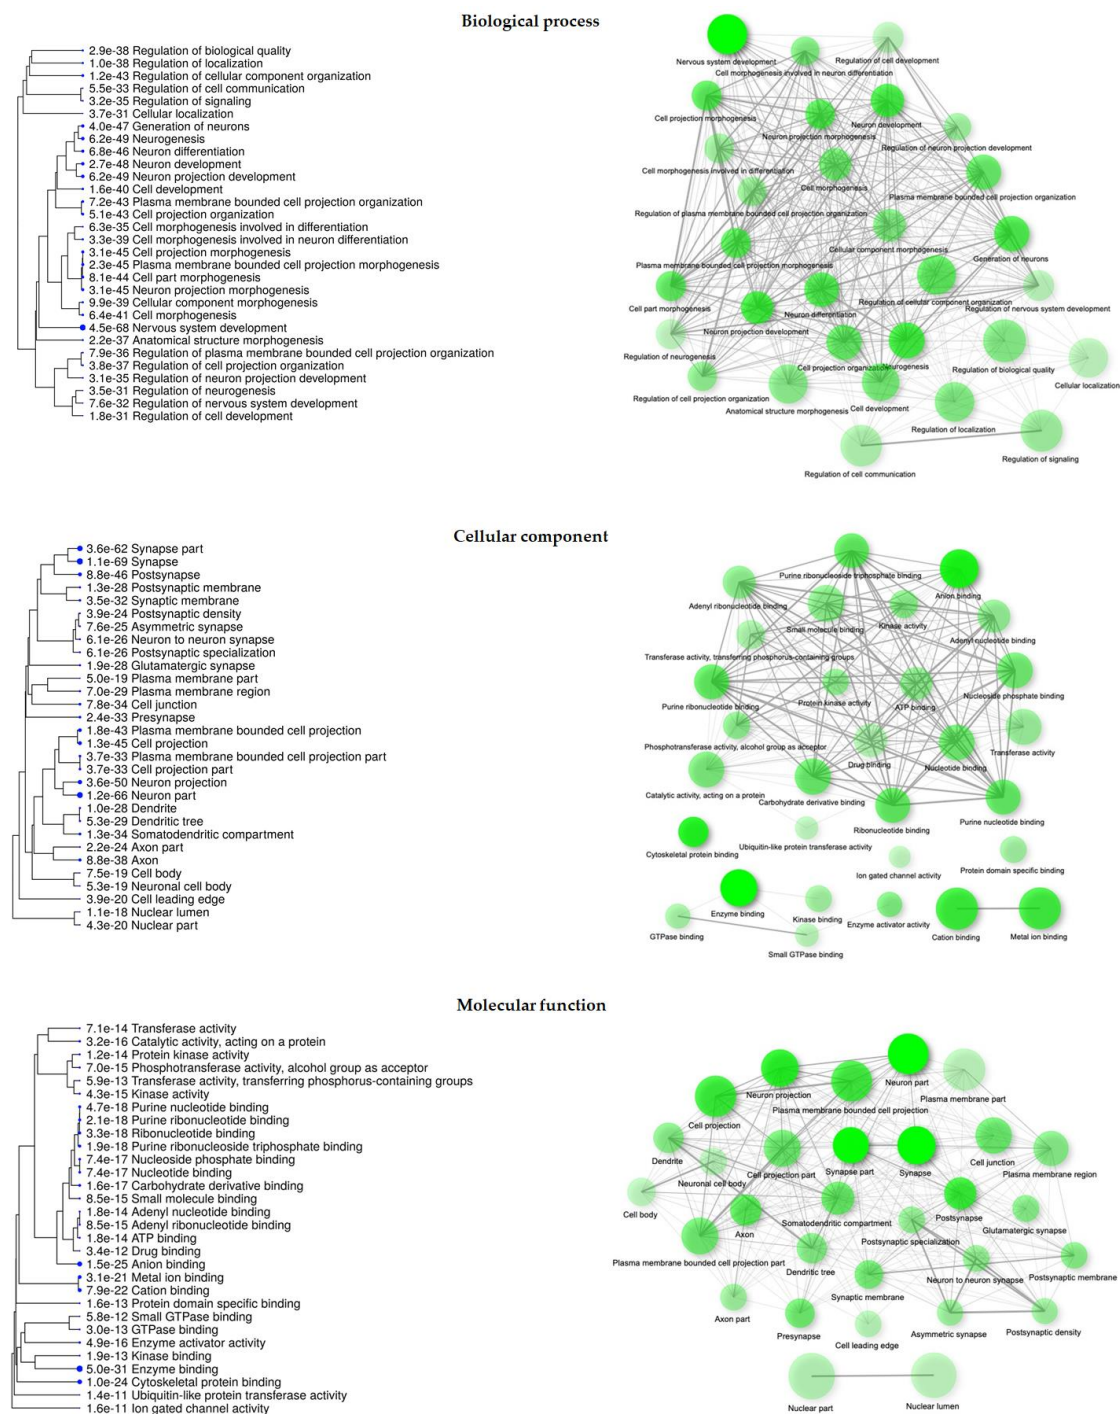

Figure S6. GO enrichment analysis of dysregulated miRNA targets, filtered by nervous system tissue. Enriched processes in MIO-M1-CTG(648) Dox-induced cells, for the indicated category are showed. Hierarchical clustering trees (left), and network diagrams (right) were performed using ShinyGO server. Nodes (circles) on networks, denote enriched processes; lines denote interactions among genes that are common between processes.

Table S1. Sequences of primers used in RT-PCR assays

Gene	Primer	Sequence (5'-3')	PCR annealing temperature (°C)
<i>GAPDH</i>	GAPDH F	TGATGACATCAAGAAGGTGGTGAA	64
	GAPDH R	TCCTTGGAGGCCATGTGGGCCAT	
<i>DMPK</i>	pTRE3G F	GTCAGATCGCCTGGAGCAAT	67
	DMPK R	GACGTGTGCCTCTAGGTCCC	
<i>MBNL2</i>	MBNL F	ACAAGTGACAACACCGTAACCG	60
	MBNL R	TTTGGTAAAGGATGAAGAGCACC	
<i>MBNL1</i>	MBNL F	GCTGCCCAATACCAGGTCAAC	62
	MBNL R	TGGTGGGAGAAATGCTGTATGC	

Table S2. Overlapping dysregulated genes detected in contrast A

Affymetrix ID	Gene Symbol	FC	LogFC	Ave Expr	t	P. val
TC0400011053.hg.1	CXCL10	4.65892842	2.21999816	5.07656105	14.6070401	4.49394E-09
TC0100012734.hg.1	TNFRSF9	4.63380729	2.21219805	7.98467492	12.5704582	2.50778E-08
TC0400007836.hg.1	CXCL8	3.43600154	1.78073068	8.26350365	8.65950777	1.51217E-06
TC1700010447.hg.1	CCL5	3.10194571	1.63317344	8.72249041	7.35991188	8.12129E-06
TC0200015865.hg.1	SCG2	3.01743119	1.59332087	7.58934046	9.27170716	7.29753E-07
TC0300009301.hg.1	PTX3	2.78856331	1.47952203	8.65423887	8.68390781	1.46782E-06
TC0800009986.hg.1	MIR4288	2.78262503	1.47644651	7.35043006	6.95658835	1.42544E-05
TC1100013087.hg.1	BIRC3	2.68341393	1.42406962	7.23148928	7.55611906	6.22221E-06
TC1900011057.hg.1	PLA2G4C	2.58541754	1.37039729	6.49910325	9.69566829	4.50123E-07
TC1200006904.hg.1	HTR7P1	2.58049125	1.36764574	9.80280192	8.24565223	2.52981E-06
TC0600009597.hg.1	TNFAIP3	2.53017375	1.33923646	9.67589146	10.637569	1.62932E-07
TC1900008932.hg.1	RFPL4AL1	2.50831526	1.32671869	4.75929016	3.46954345	0.004553156
TC0300006985.hg.1	CCR4	2.45784265	1.29739256	4.81206578	5.43741813	0.000144079
TC0400011054.hg.1	CXCL11	2.39301922	1.25883199	5.31811611	5.10671388	0.000248746
TC1900008300.hg.1	RELB	2.38960015	1.25676923	8.85083283	9.79744954	4.01817E-07
TC0X00011361.hg.1	MIR222	2.38042311	1.25121803	5.36548661	3.69855185	0.002981789
TC1400010683.hg.1	SNORD114-24	2.13008273	1.09090946	3.79652162	4.82968993	0.000397625
TC0100011533.hg.1	ATF3	2.10196198	1.07173657	7.9503571	5.90412678	6.84315E-05
TC2000006674.hg.1	PLCB4	2.06491022	1.04607906	5.72942027	5.63142857	0.000105335
TC0700009230.hg.1	AKR1B10	2.06222098	1.04419893	5.26910789	4.34986091	0.000917857
TC0X00006966.hg.1	SYTL5	2.06041057	1.04293185	6.64818514	5.90479022	6.83606E-05
TC1600006658.hg.1	IL32	2.05632053	1.04006516	8.34583038	6.30906191	3.67625E-05
TC0500012757.hg.1	MIR103A1	2.0430626	1.03073341	5.02243068	3.95524377	0.001864562
TC1000008396.hg.1	IFIT2	2.0418976	1.02991052	9.4307925	8.32906163	2.27718E-06
TC0800007389.hg.1	TCIM	1.9861924	0.99000538	6.79410514	5.79426918	8.13155E-05
TC0X00009981.hg.1	IL2RG	1.97506873	0.98190286	5.69996901	4.40809229	0.000827965
TC1400010620.hg.1	SNAPC1	1.9703571	0.97845712	9.39386546	7.97222698	3.59111E-06
TC0500009103.hg.1	IRGM	1.96237712	0.97260232	4.28464206	3.95682842	0.001859201
TC1500007735.hg.1	LRRC49	1.94168657	0.95731034	8.80533673	6.0419785	5.52439E-05
TC0X00006476.hg.1	CD99P1	1.93367248	0.95134345	8.91710456	5.59688562	0.000111333
TC1600011440.hg.1	OSGIN1	1.9186718	0.94010795	8.85696067	8.88269084	1.15436E-06
TC0600011798.hg.1	TFEB	1.90892082	0.93275727	5.69019787	5.3723522	0.000160227

TC2000009639.hg.1	MIR298	1.90640393	0.93085383	6.7537373	5.09416863	0.000254028
TC1400010594.hg.1	LOC101927178	1.89781302	0.92433786	4.33191974	6.49801969	2.77219E-05
TC1700010604.hg.1	NR1D1	1.88175089	0.91207565	11.0960379	7.82515711	4.35104E-06
TC0500009357.hg.1	MIR103B1	1.87946279	0.91032035	4.05113064	6.65213912	2.20999E-05
TC0700009231.hg.1	AKR1B15	1.87667332	0.90817753	6.91852267	5.39507618	0.000154381
TC0500012017.hg.1	IRF1	1.84416025	0.88296403	9.09677426	6.12257405	4.88044E-05
TC1000006683.hg.1	LINC00707	1.80554167	0.85243172	7.42258462	4.39720328	0.000844051
TC1000008727.hg.1	NFKB2	1.7866014	0.83721779	9.98442603	7.38417999	7.85609E-06
TC0100008664.hg.1	GADD45A	1.76760689	0.82179746	10.7701069	7.58190993	6.01021E-06
TC0X00006835.hg.1	MAGEB18	1.766908	0.82122692	3.64297928	4.09334295	0.001452168
TC1300009966.hg.1	LOC647264	1.76609634	0.82056404	3.94917726	5.53090913	0.000123813
TC2000008099.hg.1	UCKL1-AS1	1.76445888	0.81922581	6.75138442	3.61096178	0.00350431
TC0400011616.hg.1	TIFA	1.76112906	0.81650064	7.59650026	4.65276556	0.000539426
TC0400008785.hg.1	NOCT	1.72339723	0.78525527	10.0042028	5.45496891	0.000140024
TC1400006697.hg.1	DHRS2	1.70933198	0.77343262	6.4397961	4.97382996	0.000311105
TC0500013251.hg.1	KCTD16	1.65008479	0.72254016	4.25984422	3.69673419	0.00299178
TC1000008400.hg.1	IFIT1	1.64961085	0.72212573	9.11539383	3.55375155	0.003895253
TC0200009376.hg.1	GPR39	1.63764543	0.71162303	8.07921316	4.28225991	0.001035053
TC0800012216.hg.1	CYHR1	1.63322131	0.7077203	12.2411329	6.13661676	4.77662E-05
TC2200006675.hg.1	SERPIND1	1.61565427	0.69211852	4.72131025	4.09544411	0.001446678
TC1100009514.hg.1	TMEM45B	1.60871596	0.68590962	5.09520063	4.12339281	0.001375658
TC0500012784.hg.1	LINC01187	1.5946213	0.67321384	4.62468148	4.75243736	0.000454035
TC0300007123.hg.1	ZNF620	1.59411759	0.67275805	5.27981912	3.80168217	0.002467461
TC0100011282.hg.1	SOX13	1.58289562	0.66256613	10.3869961	6.13814579	4.76545E-05
TC1700009670.hg.1	ALOXE3	1.57501073	0.65536165	6.51620873	3.93520595	0.001933742
TC0200014912.hg.1	DLX2	1.57188387	0.65249463	8.36939349	4.67248247	0.000521293
TC1100011182.hg.1	PYGM	1.56504492	0.64620407	5.01849805	4.06879227	0.001517935
TC1100011833.hg.1	SYTL2	1.55882249	0.64045665	9.78374147	5.52237449	0.000125531
TC1200010776.hg.1	KRT4	1.55358382	0.63560008	5.08848287	4.96563882	0.00031545
TC0100009959.hg.1	TUFT1	1.55095906	0.63316061	11.0108075	5.41703959	0.000148944
TC1200010341.hg.1	PKP2	1.53577194	0.61896399	9.29322269	4.47297008	0.000738502
TC1000007132.hg.1	BAMBI	1.5268341	0.61054331	9.1059875	3.79546512	0.002495721
TC0300010770.hg.1	CSRP1	1.52279938	0.60672589	7.66888812	4.84065173	0.000390236
TC0800010002.hg.1	DUSP4	1.52179895	0.60577777	8.31176849	5.33554503	0.000170196
TC0100016901.hg.1	CACNA1S	1.52088864	0.60491452	5.53220612	3.7924756	0.002509428
TC1600010174.hg.1	MYLK3	1.51100055	0.59550419	6.49741087	3.53254669	0.004051211
TC1900006652.hg.1	TJP3	1.50839104	0.59301049	5.17503064	3.435988	0.00484586
TC1300009204.hg.1	KLHL1	1.50746064	0.59212033	4.6065569	3.79547736	0.002495665
TC0600014102.hg.1	HCP5	1.49620073	0.58130374	7.7894498	5.45214454	0.000140668
TC1400010041.hg.1	IFI27L2	1.4858218	0.5712611	11.2270543	5.47432002	0.000135691
TC1500009172.hg.1	MIR4310	1.48176774	0.56731933	4.21323151	3.88318162	0.002125961
TC1600007528.hg.1	ITGAM	1.47771693	0.56336994	5.71621081	3.56352736	0.003825427
TC0500012223.hg.1	NRG2	1.47655748	0.56223752	8.43223457	4.22399818	0.001148489
TC1900011882.hg.1	ZNF442	1.46875815	0.55459686	7.97204819	3.96646806	0.00182693
TC0100008631.hg.1	SGIP1	1.46656911	0.55244506	8.1607322	3.4912434	0.004373498
TC0400008663.hg.1	HSPA4L	1.46520264	0.55110021	9.87371136	4.84954907	0.000384343
TC1400007584.hg.1	TTC9	1.46097486	0.54693136	5.09815657	3.49067608	0.004378102
TC0900009700.hg.1	IFNA14	1.4604674	0.54643015	6.40651451	3.85075858	0.002255597
TC0Y00006474.hg.1	CD99P1	1.45613443	0.54214355	8.26185847	3.58677435	0.003664462

TC1900008496.hg.1	PPP1R15A	1.45450942	0.54053264	10.3916016	4.68764097	0.000507785
TC1000008619.hg.1	NKX2-3	1.44370697	0.52977795	6.79428231	3.9993223	0.001721211
TC0500008994.hg.1	SH3RF2	1.43444795	0.52049562	7.83859088	3.42903131	0.004908897
TC1700012332.hg.1	SPATA22	1.42393777	0.50988609	4.41158956	3.5658777	0.003808831
TC0400008106.hg.1	HERC5	1.42303157	0.50896766	9.19983697	3.73384478	0.002794437
TC0800010774.hg.1	EYA1	-1.4153179	-0.5011262	11.4879738	-4.2582713	0.001080283
TC1500009830.hg.1	LCTL	-1.4219254	-0.5078458	8.51683153	-4.4215818	0.000808477
TC0600012747.hg.1	CD24	-1.423738	-0.5096837	11.1415955	-4.7306856	0.000471383
TC1200007690.hg.1	TNS2	-1.4261742	-0.5121502	8.13487177	-4.1288089	0.001362317
TC0100015714.hg.1	SV2A	-1.4273364	-0.5133254	11.0206927	-4.1950706	0.001209523
TC0100006873.hg.1	RNU5E-1	-1.4285248	-0.514526	9.62121242	-3.7420624	0.002752571
TC0X00008188.hg.1	MIR448	-1.4315838	-0.5176121	4.55658969	-3.9448238	0.001900213
TC1700012466.hg.1	LINC00673	-1.4436026	-0.5296736	8.72043514	-4.6265729	0.000564538
TC0800009764.hg.1	PSD3	-1.498719	-0.5837299	9.04197934	-3.3932683	0.00524634
TC0100015102.hg.1	COL11A1	-1.5157476	-0.6000295	11.2614544	-3.9803309	0.001781528
TC1700010590.hg.1	GSDMB	-1.524881	-0.6086967	6.87474711	-3.6694601	0.003145865
TC1000008099.hg.1	LRMDA	-1.5341945	-0.6174814	8.44997039	-4.0707771	0.001512505
TC0800008140.hg.1	ATP6V0D2	-1.5364293	-0.6195814	8.16892952	-3.7931676	0.002506249
TC0500007258.hg.1	GHR	-1.5545042	-0.6364545	8.74000979	-4.0851676	0.001473735
TC2000007005.hg.1	CST7	-1.5585135	-0.6401706	8.18023389	-5.4047958	0.00015195
TC0100011472.hg.1	HHAT	-1.5646069	-0.6458002	8.07158497	-4.5247494	0.000674343
TC1000008643.hg.1	SCD	-1.6596059	-0.7308407	12.373124	-4.3603767	0.000900903
TC1700010560.hg.1	PLXDC1	-1.6622665	-0.7331517	9.20252491	-6.0923191	5.11233E-05
TC1200009807.hg.1	C3AR1	-1.7439419	-0.802352	6.39722751	-5.670713	9.89257E-05
TC0100012247.hg.1	KIF26B	-1.7647426	-0.8194578	8.82455013	-4.8428367	0.00038878
TC0X00010787.hg.1	APLN	-1.7656004	-0.8201588	10.212155	-5.341827	0.000168449
TC1500006786.hg.1	SCG5	-1.7878398	-0.8382175	8.96346216	-6.2127968	4.25271E-05
TC1200011496.hg.1	DCN	-2.0173298	-1.012447	8.23121539	-3.6462296	0.003283497
TC1000008955.hg.1	PLEKHS1	-2.1158464	-1.0812349	8.75069761	-7.6226099	5.69118E-06
TC1100007400.hg.1	TSPAN18	-2.2703092	-1.1828888	9.5276138	-7.6344707	5.60165E-06

Table S3. Overlapping dysregulated genes detected in contrast B

Affymetrix ID	Gene Symbol	FC	LogFC	Ave Expr	t	P. val
TC0400011053.hg.1	CXCL10	9.18958684	3.19835965	5.07656105	21.0444173	6.23529E-11
TC1700010447.hg.1	CCL5	5.03611681	2.33231175	8.72249041	10.5105854	1.86043E-07
TC0200015865.hg.1	SCG2	4.31980949	2.11096769	7.58934046	12.2839502	3.25632E-08
TC0100012734.hg.1	TNFRSF9	4.12325632	2.04378415	7.98467492	11.6134734	6.12837E-08
TC0100011533.hg.1	ATF3	3.81768506	1.93269809	7.9503571	10.6471076	1.61325E-07
TC0400011054.hg.1	CXCL11	3.34718817	1.74294966	5.31811611	7.07063794	1.21326E-05
TC1900008932.hg.1	RFPL4AL1	2.92509324	1.54848261	4.75929016	4.04948522	0.001571811
TC1900011057.hg.1	PLA2G4C	2.84190045	1.50685602	6.49910325	10.6611245	1.58995E-07
TC1000006683.hg.1	LINC00707	2.77594416	1.47297855	7.42258462	7.59824624	5.87992E-06
TC0800009986.hg.1	MIR4288	2.76157041	1.46548891	7.35043006	6.9049593	1.53417E-05
TC0300006985.hg.1	CCR4	2.65008098	1.40603644	4.81206578	5.8927485	6.96597E-05

TC2000006674.hg.1	PLCB4	2.62097886	1.39010572	5.72942027	7.48345071	6.86359E-06
TC0X00011361.hg.1	MIR222	2.52891936	1.33852104	5.36548661	3.95661613	0.001859919
TC1200006904.hg.1	HTR7P1	2.5027949	1.32354007	9.80280192	7.9797354	3.55633E-06
TC0800007389.hg.1	TCIM	2.49782354	1.32067156	6.79410514	7.72958075	4.93578E-06
TC0400007836.hg.1	CXCL8	2.48568641	1.3136443	8.26350365	6.38811536	3.26486E-05
TC1900008300.hg.1	RELB	2.47811799	1.30924488	8.85083283	10.2065362	2.56972E-07
TC0X00006966.hg.1	SYTL5	2.45502412	1.2957372	6.64818514	7.33610387	8.39076E-06
TC1600006658.hg.1	IL32	2.40478477	1.26590778	8.34583038	7.67902898	5.27848E-06
TC0100008631.hg.1	SGIP1	2.3926862	1.2586312	8.1607322	7.95407221	3.67672E-06
TC0500012757.hg.1	MIR103A1	2.39197002	1.25819931	5.02243068	4.82810097	0.000398709
TC0800010002.hg.1	DUSP4	2.36690699	1.24300302	8.31176849	10.9480718	1.18439E-07
TC1100013087.hg.1	BIRC3	2.36638379	1.24268407	7.23148928	6.59368665	2.40747E-05
TC1500007735.hg.1	LRRC49	2.32865159	1.2194948	8.80533673	7.69673225	5.15566E-06
TC0700009231.hg.1	AKR1B15	2.31056564	1.20824607	6.91852267	7.17764906	1.04456E-05
TC1000008400.hg.1	IFIT1	2.23579739	1.16078945	9.11539383	5.71251951	9.25547E-05
TC0700009230.hg.1	AKR1B10	2.2145218	1.1469952	5.26910789	4.7780834	0.000434434
TC1600011440.hg.1	OSGIN1	2.15776256	1.10953612	8.85696067	10.4835474	1.91404E-07
TC0X00006476.hg.1	CD99P1	2.15637583	1.10860865	8.91710456	6.52209857	2.67518E-05
TC0600011798.hg.1	TFEB	2.14150493	1.098625	5.69019787	6.3276917	3.57458E-05
TC1400010683.hg.1	SNORD114-24	2.13304188	1.09291229	3.79652162	4.83855689	0.000391637
TC1400006697.hg.1	DHRS2	2.11949767	1.08372238	6.4397961	6.96925716	1.40003E-05
TC0X00009981.hg.1	IL2RG	2.08233408	1.05820155	5.69996901	4.75062278	0.000455456
TC1300009966.hg.1	LOC647264	2.06775694	1.04806661	3.94917726	7.06436169	1.22401E-05
TC0600009597.hg.1	TNFAIP3	1.96679369	0.97584563	9.67589146	7.75115189	4.79684E-06
TC0300007123.hg.1	ZNF620	1.94136092	0.95706836	5.27981912	5.40828859	0.000151086
TC0500009103.hg.1	IRGM	1.92054294	0.94151422	4.28464206	3.83035304	0.002341322
TC1400010594.hg.1	LOC101927178	1.91807245	0.93965721	4.33191974	6.60571349	2.36535E-05
TC0500013251.hg.1	KCTD16	1.89930526	0.9254718	4.25984422	4.73499387	0.000467893
TC2200006675.hg.1	SERPIND1	1.87891117	0.90989686	4.72131025	5.38409487	0.000157178
TC2000009639.hg.1	MIR298	1.86898483	0.90225486	6.7537373	4.93765856	0.000330777
TC0100008664.hg.1	GADD45A	1.86526498	0.8993806	10.7701069	8.29769258	2.36887E-06
TC1000008396.hg.1	IFIT2	1.84943232	0.8870825	9.4307925	7.17398718	1.0499E-05
TC2000008099.hg.1	UCKL1-AS1	1.8491625	0.88687201	6.75138442	3.9091309	0.002027741
TC1400010620.hg.1	SNAPC1	1.84618949	0.88455063	9.39386546	7.20710013	1.00265E-05
TC0600014102.hg.1	HCP5	1.84408844	0.88290785	7.7894498	8.2809397	2.41945E-06
TC0Y00006474.hg.1	CD99P1	1.79173154	0.84135449	8.26185847	5.56632785	0.00011694
TC1600007528.hg.1	ITGAM	1.79137733	0.84106926	5.71621081	5.32008032	0.000174577
TC0400008785.hg.1	NOCT	1.78987027	0.83985503	10.0042028	5.83425955	7.63514E-05
TC1900008496.hg.1	PPP1R15A	1.75637954	0.81260463	10.3916016	7.04712066	1.25409E-05
TC1200010341.hg.1	PKP2	1.75185809	0.80888592	9.29322269	5.8454491	7.50205E-05
TC0800012216.hg.1	CYHR1	1.73909696	0.79833837	12.2411329	6.92236269	1.49657E-05
TC1100011833.hg.1	SYTL2	1.7283526	0.78939757	9.78374147	6.80662615	1.76643E-05
TC0300009301.hg.1	PTX3	1.72781334	0.78894737	8.65423887	4.63064834	0.000560552
TC0100016901.hg.1	CACNA1S	1.70276159	0.76787646	5.53220612	4.81415575	0.000408349
TC1700012332.hg.1	SPATA22	1.70049442	0.76595428	4.41158956	5.35668517	0.000164393
TC1000007132.hg.1	BAMBI	1.66964303	0.73953969	9.1059875	4.5973759	0.000593974
TC0200014912.hg.1	DLX2	1.65920564	0.7304927	8.36939349	5.23102285	0.000202224
TC0500009357.hg.1	MIR103B1	1.65887038	0.73020116	4.05113064	5.33592343	0.00017009
TC0500012223.hg.1	NRG2	1.65677905	0.72838121	8.43223457	5.4722085	0.000136157

TC1600010174.hg.1	MYLK3	1.65448318	0.72638062	6.49741087	4.30890918	0.000987101
TC0X00006835.hg.1	MAGEB18	1.64038851	0.71403754	3.64297928	3.55906567	0.003857136
TC1700009670.hg.1	ALOXE3	1.63787572	0.71182589	6.51620873	4.27425292	0.001049928
TC0400008663.hg.1	HSPA4L	1.6358116	0.7100066	9.87371136	6.24788703	4.0322E-05
TC1100009514.hg.1	TMEM45B	1.62988157	0.70476714	5.09520063	4.23675609	0.001122593
TC1000008619.hg.1	NKX2-3	1.61191764	0.68877803	6.79428231	5.19962251	0.000213039
TC1700010604.hg.1	NR1D1	1.60863166	0.68583402	11.0960379	5.88411601	7.0607E-05
TC0100009959.hg.1	TUFT1	1.59316438	0.67189513	11.0108075	5.7484349	8.74272E-05
TC0400011616.hg.1	TIFA	1.58343008	0.66305316	7.59650026	3.77835702	0.002575215
TC0500008994.hg.1	SH3RF2	1.57281174	0.653346	7.83859088	4.30425115	0.000995313
TC1900006652.hg.1	TJP3	1.56126033	0.64271111	5.17503064	3.72396056	0.002845658
TC0400008106.hg.1	HERC5	1.54532989	0.62791485	9.19983697	4.60645493	0.000584653
TC1200010776.hg.1	KRT4	1.53699768	0.62011499	5.08848287	4.8446612	0.000387569
TC0300010770.hg.1	CSRNP1	1.53696014	0.62007975	7.66888812	4.94719311	0.000325468
TC0500012017.hg.1	IRF1	1.53619874	0.61936487	9.09677426	4.2947472	0.00101229
TC0200009376.hg.1	GPR39	1.51695799	0.60118113	8.07921316	3.61766518	0.003461202
TC1500009172.hg.1	MIR4310	1.51637537	0.60062693	4.21323151	4.11116516	0.001406275
TC1300009204.hg.1	KLHL1	1.51538787	0.5996871	4.6065569	3.84398017	0.00228371
TC1000008727.hg.1	NFKB2	1.51426015	0.59861308	9.98442603	5.27970949	0.000186582
TC0900009700.hg.1	IFNA14	1.51411895	0.59847855	6.40651451	4.21754982	0.001161812
TC1400010041.hg.1	IFI27L2	1.50696142	0.59164248	11.2270543	5.66963215	9.90965E-05
TC1100011182.hg.1	PYGM	1.47832821	0.56396661	5.01849805	3.55098811	0.003915226
TC1400007584.hg.1	TTC9	1.47383937	0.55957929	5.09815657	3.57139892	0.003770132
TC0100011282.hg.1	SOX13	1.47371868	0.55946116	10.3869961	5.18296064	0.000219023
TC0500012784.hg.1	LINC01187	1.45913823	0.54511657	4.62468148	3.84815666	0.002266346
TC1900011882.hg.1	ZNF442	1.42402332	0.50997277	7.97204819	3.64731727	0.003276917
TC1200007690.hg.1	TNS2	-1.4335619	-0.5196042	8.13487177	-4.1889005	0.001222971
TC1500009830.hg.1	LCTL	-1.4840043	-0.5694953	8.51683153	-4.9583356	0.000319377
TC0X00008188.hg.1	MIR448	-1.5414094	-0.6242501	4.55658969	-4.7575332	0.000450068
TC0100011472.hg.1	HHAT	-1.5505747	-0.632803	8.07158497	-4.4336857	0.000791397
TC0100006873.hg.1	RNU5E-1	-1.5778965	-0.6580026	9.62121242	-4.7855432	0.0004289
TC0800009764.hg.1	PSD3	-1.5792694	-0.6592573	9.04197934	-3.8323145	0.002332939
TC1000008643.hg.1	SCD	-1.5967151	-0.6751069	12.373124	-4.0278549	0.00163452
TC1200009807.hg.1	C3AR1	-1.6672495	-0.73747	6.39722751	-5.212152	0.000208653
TC0500007258.hg.1	GHR	-1.6714614	-0.74111	8.74000979	-4.7569127	0.000450549
TC1700010590.hg.1	GSDMB	-1.6880118	-0.755325	6.87474711	-4.5533925	0.000641372
TC1500006786.hg.1	SCG5	-1.7294924	-0.7903487	8.96346216	-5.8579975	7.35571E-05
TC0600012747.hg.1	CD24	-1.8341699	-0.8751273	11.1415955	-8.122591	2.95876E-06
TC2000007005.hg.1	CST7	-1.8555241	-0.8918268	8.18023389	-7.5294635	6.44972E-06
TC0800010774.hg.1	EYA1	-1.9620273	-0.9723451	11.4879738	-8.2624085	2.47675E-06
TC0800008140.hg.1	ATP6V0D2	-2.0331646	-1.023727	8.16892952	-6.2674057	3.91482E-05
TC1700012466.hg.1	LINC00673	-2.0390828	-1.0279204	8.72043514	-8.9786393	1.02946E-06
TC1000008955.hg.1	PLEKHS1	-2.0617416	-1.0438635	8.75069761	-7.359145	8.12983E-06
TC1000008099.hg.1	LRMDA	-2.0728323	-1.0516034	8.44997039	-6.9327484	1.47459E-05
TC1700010560.hg.1	PLXDC1	-2.1001812	-1.0705138	9.20252491	-8.895719	1.13649E-06
TC1100007400.hg.1	TSPAN18	-2.1173068	-1.0822303	9.5276138	-6.9848118	1.36949E-05
TC0100015714.hg.1	SV2A	-2.2532964	-1.1720371	11.0206927	-9.5782869	5.1369E-07
TC0X00010787.hg.1	APLN	-2.2829064	-1.1908717	10.212155	-7.7563397	4.76405E-06
TC0100015102.hg.1	COL11A1	-2.594436	-1.3754209	11.2614544	-9.1239352	8.67093E-07

TC0100012247.hg.1	KIF26B	-2.7419515	-1.455203	8.82455013	-8.5999678	1.62653E-06
TC1200011496.hg.1	DCN	-3.2816966	-1.7144418	8.23121539	-6.1743961	4.50874E-05

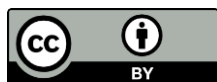

© 2020 by the authors. Submitted for possible open access publication under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

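The 12 Clariom D Human arrays (the line with the expanded repeat and the line without it, each with and without Dox, 3 arrays per group) were read as deposited. The deposited values are log2 signals with 2 decimals. The paper names background correction by RMA and quantile normalization, and the submitters' notes name RMA and hg38; the versions and the exact computation are not given in the sources used here. No further normalization was applied.

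Of 135750 probe sets, 36176 have 1 gene symbol, 1119 have several and 98455 have none. Counts and named genes rest on those with 1 symbol. By the RefSeq table (GRCh38.p14), 25516 were matched by Entrez ID and 9899 by symbol, and 761 were not found. Gene types and coordinates come from that table.

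The 4 groups were fitted together with limma 3.58.1 under R 4.3.3 (moderated by empirical Bayes, 8 residual and 5.43 prior degrees of freedom). Contrast A sets MIO-M1-CTG(648) cells with Dox against those without. Contrast B compares both lines with Dox. The further contrasts are the Dox effect in MIO-M1-CTG(0) cells, the difference between the non-induced lines, and the difference between the lines in their response to Dox, called the interaction. The threshold is a log2 fold change above 0.5 in size with an unadjusted p under 0.005. Probe sets past it with Dox in MIO-M1-CTG(0) cells were removed from contrast A, and those past it between the non-induced lines from contrast B, in either direction. Adjusted p-values are Benjamini-Hochberg values over the probe sets with 1 symbol.

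Gene lists were tested with camera of limma at a preset correlation of 0.01, and again with a correlation estimated from the data. A gene with several probe sets entered with its brightest one. Counts of list genes past the threshold are taken before removal in contrasts A and B, and counts after removal are given as such. All lists were written after the paper and its supplementary tables had been read. The 34 lists from textbook knowledge cover inflammation, interferon, the cell cycle, splicing, RNA processing, stress, metabolism, matrix and cell types, and those of Tables 3 and 4 of the paper were added. In these tables BRIC3 was read as BIRC3, TUFA as TIFA, TUF1 as TUFT1, PSD as PSD3 and SCD3 as SCD, and names that are no gene symbols were left out. Counts on the probe sets of the paper's supplementary tables, and the count of the 6 microRNA genes that Table 4 names, were added after the values were seen.

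Genes were named by a rule fixed beforehand. It takes the genes of Tables 1 and 2 and those the paper's text names from the arrays, whose values in the paper's tables had been seen, with DMPK, MBNL1, MBNL2, CELF1 and CELF2. It adds the 10 highest and 10 lowest log2 fold changes past the threshold in contrasts A and B and the interaction, which in A and B had to hold after removal and without overlap between the groups. The 5 highest and 5 lowest were taken from each of the other contrasts. From every list described it takes up to 4 members with the smallest p, and all members of a list of 10 or fewer.

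Alternatives tried were Benjamini-Hochberg adjusted p-values, a log2 fold change over 1, an intensity trend in the variance, array weights, the groups of a contrast alone, the methods' t-test at the same threshold (the paper sets p under 0.05 for its t-tests), the replicate number as a block, quantile normalization once more, arrays centred on their medians, probe sets with a mean of at least 5 in at least 1 group, unique symbols, all probe sets, other rules of removal, the mean or median over the probe sets of a gene, each array left out in turn, camera with an estimated correlation, and fry. Added after the values were seen were a fold threshold scaled by the slope against Table S2, the methods' t-test at a p under 0.05, and gene values divided by the slopes against Tables S2 and S3.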

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

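The tests of DMPK, of the chromosomes and of the mirror pattern below were chosen after results were seen, and those of the other splits of the arrays and of the genes that return to the level of the other line before.

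Without Dox, the DMPK probe set had a signal of 10.19 in MIO-M1-CTG(648) and 7.95 in MIO-M1-CTG(0) cells, a log2 fold change of 2.24. With Dox it changed by -0.47 in MIO-M1-CTG(648) cells and by 0.59 in MIO-M1-CTG(0) cells. The latter is not past the threshold, but passed it with an intensity trend, with array weights (0.62), with quantile normalization once more (0.60) and without replicate 3 of non-induced MIO-M1-CTG(0) cells (0.73). As the paper reports that Dox induces the minigene in both lines, these arrays do not show that the probe set reads its RNA, and so cannot test for RNA of the induced minigene. Scaling of the arrays is excluded, since the difference was at least 2.20 after it. A gain of the whole region as the only cause is excluded by a median of 0.32 over 13 genes within 250000 bp. Of these, 4 were higher (QPCTL 2.49, SNRPD2 1.06, DMWD 0.71 and SIX5 0.59) and 0 passed downward, and the median was at or above that of 86.9% of equally long runs of genes. DMWD and SIX5 lie next to DMPK, with a mean of 0.65, so a narrower gain or one that adds part of the difference stays possible. For the minigene itself, the paper reports no detectable expression by RT-PCR in either line when Dox is absent. These arrays alone cannot tell expression of the minigene without Dox from a difference in the cells' own DMPK.

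Whole chromosomes differed between the non-induced lines, with median log2 fold changes of -0.45 on chromosome 8 and 0.33 on chromosome 11. Chance placement of genes is excluded (permutation p = 1e-04, the smallest that 10000 permutations can give), as is noise of the arrays, since the chromosome medians between the lines with Dox followed those without (Spearman rho 0.92 across 22 chromosomes, permutation p = 1e-05; Pearson r 0.969, and 0.948 without chromosomes 8 and 11). Scaling is excluded by a median of -0.44 on chromosome 8 after it. The largest chromosome median with Dox was 0.0917, against 0.45 between the lines, which may reflect gene dosage that differs between the lines.

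Of the probe sets that rose with Dox in MIO-M1-CTG(648) cells, 83 were lower in that line than in MIO-M1-CTG(0) without Dox, among them IL6 (2.73 with Dox, -1.49 between the lines) and RSAD2 (2.44 and -1.78). In the mirror of this pattern, 143 probe sets that fell with Dox were higher in that line without it, so the pattern is not particular to genes that rose (ratio of 9.54 to the 15.0 expected, at most 20 in simulated sets). The same non-induced arrays enter both comparisons. Simulated unchanged sets, 100 in all, had at most 20 such probe sets, but they hold no difference between the lines and so set no bound here. With different non-induced arrays in each comparison, the covariance of the log2 fold changes over all tested probe sets still lay between -0.0169 and -0.0147. It was -0.0441 with shared arrays. The covariance argues against array noise as the whole cause. The 83 had a ratio of 4.58 to the 18.1 expected of independent lists. As lists that share arrays are not independent, this ratio cannot exclude chance. Whether Dox brings these genes to the level of MIO-M1-CTG(0) cells cannot be told: with Dox 27.7% of the 83 differed between the lines, 23 probe sets, 17 of them lower and 6 higher in MIO-M1-CTG(648), but genes chosen for rising and for starting lower are pulled toward no difference by that choice. IL6 was among the 6 (0.96). A culture effect shared by the 3 non-induced arrays stays possible.

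Between the lines, the response to Dox differed for 588 probe sets and for 20 of the 34 gene lists, of which only 1 passed with an estimated correlation. The U6 probe set had a difference in response of 5.95 and PI15 one of -4.42. The median difference in response was -0.33 for collagens and extracellular matrix genes and -0.46 for cholesterol and fatty acid synthesis genes (adjusted p = 0.0553 and adjusted p = 0.0731 with an estimated correlation). Without Dox the lines differed in 3668 probe sets, with SELENOP at 6.12 and COL6A3 at -9.24. The COL6A3 signal in the non-induced line with the expanded repeat was near the array medians, so the size of its difference is uncertain. In contrast A, 887 probe sets with several symbols or none also passed the threshold and were left after removal.

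Other splits of the same arrays were counted in the same way, and the share of splits is given with the real one included. For contrast A the count was 652 before removal (highest other 164) and 627 after it (highest other 162), and 20 lists passed (highest other 10). It was 3571 (107) and 1518 (93) for contrast B, 271 (141) for Dox in MIO-M1-CTG(0) cells and 3668 (124) between the non-induced lines. Only 1 split, the real one, reached each of these values, and 10 splits are too few for a share under 0.05. Among 100 splits, only the real one reached 588 in the interaction (highest other 509) and 211 in the overlap (highest other 195). The highest values of splits that regroup the MIO-M1-CTG(648) arrays were 221 and 36. Splits that keep these groups whole gave 265 to 509 in the interaction (14 splits) and 112 to 195 in the overlap (11 splits). These splits reuse the same 10 divisions of the MIO-M1-CTG(648) arrays as for contrast A. All other divisions gave lower values, but so few cannot exclude a random division of these arrays. The test says little about the grouping of the MIO-M1-CTG(0) arrays.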

How the results depend on the processing

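The fold threshold scaled by the slope against Table S2 and the methods' t-test at a p under 0.05 were chosen after the values were seen, and the other tests before.

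With Benjamini-Hochberg adjusted p-values, contrast A had 147 probe sets before and 147 after removal (63.9% higher), the Dox effect in MIO-M1-CTG(0) cells 0, the overlap 65 (89.2% higher) and the interaction 113; contrast B kept its size. With a log2 fold change over 1 the counts were 239 and 232 in contrast A, 1551 and 654 in contrast B, 55 for Dox in MIO-M1-CTG(0), 1597 between the non-induced lines and 97 in the overlap. The methods' t-test at the same threshold gave 410 and 407 in contrast A, 128 for Dox in MIO-M1-CTG(0), 2105 between the non-induced lines and 90 in the overlap. At a p under 0.05 with the same fold it gave 1438 in contrast A and 5152 in contrast B before removal, 898 for Dox in MIO-M1-CTG(0) and 4949 between the non-induced lines. With all probe sets, contrast A had 1565 and 1514, contrast B 5902 and 3234, Dox in MIO-M1-CTG(0) 1137, the overlap 447 and the interaction 1381. An intensity trend gave 909 in the interaction. Removal at a p under 0.05 left 893 in contrast B, and the scaled fold threshold left 155 for Dox in MIO-M1-CTG(0). Centring each array on its median made 37.7% of the latter higher, against 48.7%.

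Of the 34 gene lists, 20 passed in contrast A, 2 with an estimated correlation and 11 with fry; the genes past the threshold in all lists were 116, and 49 with p-values adjusted over all genes. Fry ended the calls of 9 lists, among them E2F targets (adjusted p = 0.0799), G2/M genes (0.0983), spliceosome components (0.127) and SR proteins and hnRNPs (0.0712).

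Leaving out 1 array gave 458 to 665 in contrast A before and 444 to 651 after removal, 2761 to 3561 and 1036 to 1713 in contrast B, 2859 to 3581 between the non-induced lines, 159 to 218 in the overlap, 429 to 548 in the interaction and 19 to 22 lists. Against the fit of all arrays, the only total that moved by more than 1.5 times was that of Dox in MIO-M1-CTG(0): 271 with all arrays, 169 without replicate 1 of the non-induced cells (76 higher, against 132) and at most 273. Counts of 1 direction moved as far in both contrasts. Without replicate 2 of induced MIO-M1-CTG(648) cells, 174 were lower in contrast A (290 with all arrays; 184 and 303 before removal) and 425 in contrast B (659). Lower ones in contrast B were 433 without replicate 1 of induced MIO-M1-CTG(0) cells, and higher ones 567 without replicate 3 of induced MIO-M1-CTG(648) cells (859). From lowest to highest, contrast B after removal also spans more than 1.5 times.

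The direction with more probe sets turned in some alternatives: in contrast A without replicate 2 of non-induced MIO-M1-CTG(648) cells (250 higher and 255 lower), and in contrast B without replicate 3 of non-induced MIO-M1-CTG(0) cells (853 and 860) and before removal with all probe sets (2934 and 2968). For Dox in MIO-M1-CTG(0), the non-induced lines and the interaction, 48.7%, 48.8% and 46.1% were higher, and at most 57.3%, 57.6% and 53.8% in an alternative.

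The replicate numbers did not pair the arrays: correlations of 18 same-numbered pairs were -0.0806 to 0.0735, and those of other pairs -0.122 to 0.125. With a replicate block, contrast A had 540 probe sets after removal, contrast B 1362, the overlap 190 and the interaction 505, and 20 lists passed.

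Of 202 gene values, 147 were past the threshold, 135 of these in every fit without 1 array and 100 in every other alternative that could be run for them. The methods' t-test and the 2 groups alone were run for 182 of the values, and the mean over the probe sets of a gene for 67. With the mean over all probe sets of a gene, the dim probe set of CORO2B turned to -0.78 in contrast A and that of SCG5 to -1.07 in contrast B.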

Differences from the paper's values

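The fold threshold scaled by the slope against Table S2, the counts of microRNAs with long non-coding RNAs and the division of gene values by the slopes were chosen after the values were seen, and the other tests before the data were examined.

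All 111 genes of Tables S2 and S3 were found with the paper's direction. Against the paper's log2 fold changes those found here had r 0.971 and a slope of 1.53 in contrast A, and r 0.977 and 1.54 in contrast B, across genes, which are not independent replicates. The scales therefore differ. The lowest of the array maxima, 19.4, lies above 16, the highest log2 value of a 16-bit scan, so the deposited values are not on the scale of plain RMA, and a log2 fold change of 0.5 is a less strict threshold on them; this is a limit of the comparison.

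Counts and shares are said to differ where the larger is more than 1.5 times the smaller. Fold changes differ where the directions are opposite, or where they are further apart than the standard error and the larger in size is more than 1.5 times the other. The log2 fold changes of RELB, NFKB2 and IRF1 differ where they are further apart than the standard error. Of 53 gene values compared, 36 differ, all 53 have the paper's direction and all 53 are larger in size here. Of 23 counts and shares, 15 differ.

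In contrast A the paper gives 316 differentially expressed genes and 627 were found; 187 up and 337, 129 down and 290, 285 coding and 463, 31 non-coding and 154, and 9.81% non-coding and 24.6% (the paper's value first). The total no longer differed with a log2 fold change over 1 (232), with the methods' t-test (407) and without replicate 1, 2 or 3 of induced MIO-M1-CTG(648) cells (444, 445 and 463). For the up-regulated genes this held with a log2 fold change over 1 (143), the 2 groups alone (265), the methods' t-test (212), without replicate 1 or 2 of non-induced (268 and 250) or replicates 1 to 3 of induced MIO-M1-CTG(648) cells (236, 271 and 257). For the down-regulated genes it held with a log2 fold change over 1 (89) and without replicate 2 of induced cells (174). For coding genes it held with the 2 groups alone (348), the methods' t-test (310), a replicate block (399), removal at a p under 0.05 (399) and without any of 8 arrays (312 to 425). Non-coding genes came within reach only with adjusted p-values (26), and their share in no alternative where it was compared. The classes are unlike, since the paper's non-coding genes are microRNAs and long non-coding RNAs, while the counts here also hold pseudogenes, small nucleolar RNAs and others. On microRNAs and long non-coding RNAs alone, contrast A had 43 (6.86%), contrast B 86 (5.67%) and the overlap 19 (9.00%).

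In contrast B the paper gives 790 genes and 1518 were found; 449 up and 859, 342 down and 659, 740 coding and 1138, 51 non-coding and 361, 6.46% non-coding and 23.8%, and 31 long non-coding RNAs and 60. The total no longer differed with a log2 fold change over 1 (654), removal at a p under 0.05 (893), and without any of the 6 induced arrays (1036 to 1167). The up-regulated genes came within reach with a log2 fold change over 1 (378), that removal (521), and without replicates 2 or 3 of induced MIO-M1-CTG(0) (608 and 581) or 1 or 3 of induced MIO-M1-CTG(648) cells (599 and 567). The down-regulated genes did so with a log2 fold change over 1 (276), that removal (372), and without replicates 1 or 3 of induced MIO-M1-CTG(0) (433 and 455) or 1 to 3 of induced MIO-M1-CTG(648) cells (452, 425 and 472). The coding genes did so with the 2 groups alone (1051), a replicate block (1017), that removal (611) and without any of the 6 induced arrays (741 to 866). Long non-coding RNAs did so with a log2 fold change over 1 (37), that removal (35), and without 4 of those arrays (42 to 45). Non-coding genes and their share differed in every alternative where they were compared.

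The overlap is 111 in the paper and 211 here, with 9.1% and 28.4% non-coding. Its size no longer differed with a log2 fold change over 1 (97), the 2 groups alone (155), the methods' t-test (90), removal at a p under 0.05 (163), and without replicate 3 of non-induced (160) or 1 or 3 of induced MIO-M1-CTG(648) cells (159 and 160). The share differed in every alternative where it was compared. All probe sets were compared for 7 and no removal for 2 of the 15 counts and shares, and the other alternatives set beforehand left what they were compared on different.

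The scaled fold threshold, chosen after seeing the values, gives 438 in contrast A (245 up, 193 down, 320 coding), 1142 in contrast B (668 up, 474 down, 834 coding) and 152 in the overlap, which no longer differ, while 19 of 108 genes of Table S2, 20 of 108 of Table S3 and 30 of 108 of the overlap are not called (12, 12 and 22 with the threshold set beforehand). It leaves 6 of the 15 different.

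Fold changes of Table 1 in contrast A, the paper's first, are TNFRSF9 4.63 and 12.8, CXCL8 3.44 and 7.18, CCL5 3.10 and 9.99, SCG2 3.10 and 5.19, PTX3 2.79 and 5.12, MIR4288 2.78 and 5.40, BIRC3 2.68 and 4.04, PLA2G4C 2.59 and 4.04, HTR7P1 2.58 and 6.56, SCD -1.66 and -2.56, PLXDC1 -1.66 and -2.74, and TSPAN18 -2.27 and -4.39. BIRC3 no longer differed without replicate 3 of non-induced (3.32) or replicates 1 or 3 of induced MIO-M1-CTG(648) cells (3.95 and 3.69). PLA2G4C no longer did without replicate 1 of the latter (3.63). SCD no longer did with array weights (-2.45), quantile normalization once more (-2.45), and without replicate 1 of non-induced (-2.10) or of induced MIO-M1-CTG(648) cells (-2.42). The others differed in all alternatives where they were compared.

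In contrast B they are CXCL10 9.19 and 14.3, CCL5 5.04 and 20.8, SCG2 4.32 and 9.56, TNFRSF9 4.12 and 11.4, ATF3 3.82 and 8.75, PLA2G4C 2.84 and 4.62, LINC00707 2.78 and 5.10, MIR4288 2.76 and 5.05, LRMDA -2.07 and -3.32, PLXDC1 -2.10 and -4.21, TSPAN18 -2.12 and -3.71, SV2A -2.25 and -4.42, APLN -2.28 and -4.06, COL11A1 -2.59 and -5.36, KIF26B -2.74 and -5.53, and DCN -3.28 and -5.55. Without replicate 1 of induced MIO-M1-CTG(648) cells CXCL10 (13.6) and PLA2G4C (4.15) no longer differed, nor did MIR4288 without replicate 3 (4.09) or DCN without replicate 2 (-4.85). Without replicate 3 of induced MIO-M1-CTG(0) cells LRMDA (-3.07), TSPAN18 (-3.03), APLN (-3.18) and DCN (-3.76) no longer differed. The others differed in all alternatives where they were compared.

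TNFAIP3 in Table 2 has 2.53 and 5.00 in contrast A and 1.97 and 3.29 in contrast B. The log2 fold changes of the text are 1.26 and 2.58 (A) and 1.31 and 2.65 (B) for RELB, 0.84 and 1.59 (A) and 0.60 and 1.12 (B) for NFKB2, and 0.88 and 1.72 (A) and 0.62 and 1.22 (B) for IRF1. No alternative set beforehand closed these.

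Divided by the slope of their contrast, with the standard error divided alike, 7 of the 53 gene values differ. They are CXCL10 in contrast B (9.19 in the paper and 5.62) and, as log2 fold changes, RELB (1.26 and 1.69 in A, 1.31 and 1.72 in B), NFKB2 (0.84 and 1.04, 0.60 and 0.73) and IRF1 (0.88 and 1.12, 0.62 and 0.79). With the standard error undivided, NFKB2 and IRF1 in contrast B no longer differ, which leaves 5. The slopes were fitted on these genes among others, so this is not an independent check.

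Of the 111 genes, 99 of Table S2 and 98 of Table S3 were called after removal, and 88 lay in the overlap. In contrast A, TFEB and TJP3 were called only without replicate 3 of induced MIO-M1-CTG(648) cells, SPATA22 only by the methods' t-test, MIR4310 with a replicate block and without replicate 3 of induced MIO-M1-CTG(0) cells, and CACNA1S and NKX2-3 by no alternative. IFNA14 and DCN were called with the 2 groups alone, an intensity trend and without replicate 3 of induced MIO-M1-CTG(0) cells. DCN was also called without replicate 3 of non-induced MIO-M1-CTG(648) cells, and IFNA14 with either scaling, with the filter for dim probe sets, and without replicates 2 or 3 of non-induced or 2 of induced MIO-M1-CTG(0) cells.

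LINC00707, TNS2, COL11A1 and CST7 were past the threshold in contrast A and removed, and were called without removal and with removal only in the same direction. LINC00707 was also called without replicate 3 of non-induced or 1 or 3 of induced MIO-M1-CTG(0) cells, CST7 with adjusted p-values and a log2 fold change over 1, and COL11A1 with a log2 fold change over 1, the 2 groups alone, the methods' t-test, a replicate block and without any non-induced array or replicate 3 of the induced ones of MIO-M1-CTG(0). TNS2 was called in 19 of the alternatives, among them the 2 groups alone, an intensity trend, either scaling, the methods' t-test, a replicate block, 10 of the fits without 1 array and the scaled fold threshold, which was chosen after seeing the values.

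In contrast B, CXCL10, CCL5, SCG2, ATF3, TCIM, SGIP1, DUSP4, NR1D1, TNS2, LINC00673 and SV2A were removed because of the non-induced lines. Without removal, 106 of the 108 genes with 1 symbol were called, and CXCL10 in this alternative only. A log2 fold change over 1 called SCG2, TCIM, SGIP1, DUSP4, NR1D1 and SV2A, the methods' t-test CCL5, SCG2, ATF3, SGIP1, DUSP4, NR1D1 and SV2A, and removal only in the same direction NR1D1 and TNS2. DUSP4 was also called with the 2 groups alone and the scaled fold threshold. Without 1 of the non-induced arrays, calls came back for CCL5 (replicates 1 or 2 of MIO-M1-CTG(0), 3 of MIO-M1-CTG(648)), ATF3 (2 and 1), TCIM (1 or 2, and 2 or 3), SGIP1 (2, and 2 or 3) and DUSP4 (2 or 3, and 1 or 3), in the same order of lines. TNS2 was called in 16 alternatives, among them an intensity trend, either scaling, a replicate block, 9 of the fits without 1 array and the scaled fold threshold. TJP3 and PYGM were called only without replicate 3 and replicate 2 of induced MIO-M1-CTG(648) cells.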

Other observations

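The tests of the small RNA families were chosen after results were seen, and those of the gene lists before. Counts over lists are taken before removal unless said otherwise.

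Of 71 collagens and other extracellular matrix genes, 11 fell and 1 rose with Dox in MIO-M1-CTG(648) cells, and 59 were not past the threshold (16 and 1 when adjusted over the list alone; 9 and 1 after removal), among them OGN (-1.97) and MATN2 (-1.05). COL14A1 (-1.15) rose with Dox in MIO-M1-CTG(0) cells and was removed. The list passed camera (adjusted p = 1.40e-08; adjusted p = 0.0696 with an estimated correlation). Of 16 fibroblast and pericyte markers, 5 fell, among them FAP (-0.92), and 11 were not past the threshold.

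Of 35 cholesterol and fatty acid synthesis genes, 7 fell and 1 rose (12 and 1 when adjusted over the list alone), with FADS2 at -0.92 and SREBF1 at -1.13. The list passed (adjusted p = 3.11e-09; adjusted p = 0.0789 with an estimated correlation).

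Of 34 NRF2 target genes, 6 rose (7 when adjusted over the list alone), with OSGIN1 at 1.85, TRIM16L at 1.76, AKR1B15 at 1.29 and HMOX1 at 1.25 (adjusted p = 2.52e-08 for the list; adjusted p = 0.273 with an estimated correlation).

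Of 51 Notch, Wnt and BMP pathway genes, 5 rose, also when adjusted over the list alone (4 after removal), among them BAMBI (1.18), JAG1 (0.85), NOG (0.84) and DLL4 (0.69). The list passed (adjusted p = 0.000385; adjusted p = 0.201 with an estimated correlation). Of 43 AP-1 and immediate early genes, 7 rose and 1 fell (8 and 2 over the list alone), with GADD45A at 1.51 and PPP1R15A at 1.14 (adjusted p = 0.0033; adjusted p = 0.525 with an estimated correlation). Of 22 circadian clock genes, NR1D1 (1.77) and NOCT (1.51) rose, also over the list alone (adjusted p = 0.00678; adjusted p = 0.336 with an estimated correlation).

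Of 17 heat shock proteins 1 rose, HSPA4L (0.95), also over the list alone (adjusted p = 0.00201; adjusted p = 0.475 with an estimated correlation). Of 31 p53 target genes 2 rose, GADD45A and ATF3, also over the list alone (adjusted p = 0.0162; adjusted p = 0.454 with an estimated correlation); the list did not pass without replicate 3 of the non-induced CTG(648) cells (adjusted p = 0.0668). Of 72 mitochondrial ribosome and respiratory chain genes, 0 passed the threshold in limma or in the methods' t-test and 1 was higher at an unadjusted p under 0.05 (5 higher and 1 lower in the methods' t-test); the list passed (adjusted p = 0.0231; adjusted p = 0.736 with an estimated correlation), but not without replicate 1 of the non-induced (adjusted p = 0.722) or of the induced CTG(648) cells (adjusted p = 0.111).

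Other lists did not pass in contrast A. Of 38 ATF4 targets, 6 rose and 5 fell (9 and 9 over the list alone; adjusted p = 0.738), with CHAC1 at 1.31 and CBS at -1.11. Of 33 secretory granule and synaptic vesicle genes, 6 rose and 2 fell (8 and 5 over the list alone; adjusted p = 0.599), with SYTL5 at 1.36. Of 24 glutamate uptake and glutamine genes, the transporters SLC1A3 (0.71) rose and SLC38A3 (-1.42) fell, also over the list alone (adjusted p = 0.738), and of 33 Müller glia markers SLC1A3 alone rose, 0 over the list alone (adjusted p = 0.738). ADAMTS1 (0.95) was the 1 of 23 metalloproteinase genes that rose, also over the list alone (adjusted p = 0.544); it fell with Dox in MIO-M1-CTG(0) cells and was removed from contrast A.

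C3AR1 was the 1 of 24 microglia and macrophage markers that fell (adjusted p = 0.751), TYRP1 (-0.87) the 1 of 14 retinal pigment epithelium markers (adjusted p = 0.751), and APLN the 1 of 34 glycolysis and hypoxia genes (adjusted p = 0.907), each also over its list alone. Of 26 neuron and photoreceptor markers, 0 passed in limma and 1 in the methods' t-test, with 2 higher and 1 lower at an unadjusted p under 0.05 (2 and 0 in the methods' t-test; adjusted p = 0.693). Of 22 unfolded protein response chaperones, 0 passed in limma, in the methods' t-test or at an unadjusted p under 0.05 in limma (2 lower in the methods' t-test; adjusted p = 0.738). For 10 mitochondrial DNA-encoded genes, which include PTGS1 and MTCO2P12, matched through older symbols, 0 passed in limma or in the methods' t-test, and 0 at an unadjusted p under 0.05 in either (adjusted p = 0.12); that list passed without replicate 1 of the non-induced (adjusted p = 0.00412) or replicate 2 of the induced CTG(648) cells (adjusted p = 0.0438).

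Among small RNA families in contrast A, 10 of 1232 RNU6 genes and pseudogenes rose and 10 fell, and 6 of 666 RN7SL pseudogenes rose and 4 fell. RN7SL1 and RN7SL2 both had -0.32. Of 503 SNORD and SNORA genes 4 rose and 14 fell, and of 77 histone genes 0 passed.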
